# STAT3 acts through pre-existing nucleosome-depleted regions bound by FOS during an epigenetic switch linking inflammation to cancer

**DOI:** 10.1186/1756-8935-8-7

**Published:** 2015-02-14

**Authors:** Joseph D Fleming, Paul G Giresi, Marianne Lindahl-Allen, Elsa B Krall, Jason D Lieb, Kevin Struhl

**Keywords:** MCF-10A, Transformation, FAIRE, STAT3, FOS

## Abstract

**Background:**

Transient induction of the Src oncoprotein in a non-transformed breast cell line can initiate an epigenetic switch to a cancer cell via a positive feedback loop that involves activation of the signal transducer and activator of transcription 3 protein (STAT3) and NF-κB transcription factors.

**Results:**

We show that during the transformation process, nucleosome-depleted regions (defined by formaldehyde-assisted isolation of regulatory elements (FAIRE)) are largely unchanged and that both before and during transformation, STAT3 binds almost exclusively to previously open chromatin regions. Roughly, a third of the transformation-inducible genes require STAT3 for the induction. STAT3 and NF-κB appear to drive the regulation of different gene sets during the transformation process. Interestingly, STAT3 directly regulates the expression of NFKB1, which encodes a subunit of NF-κB, and IL6, a cytokine that stimulates STAT3 activity. Lastly, many STAT3 binding sites are also bound by FOS and the expression of several AP-1 factors is altered during transformation in a STAT3-dependent manner, suggesting that STAT3 may cooperate with AP-1 proteins.

**Conclusions:**

These observations uncover additional complexities to the inflammatory feedback loop that are likely to contribute to the epigenetic switch. In addition, gene expression changes during transformation, whether driven by pre-existing or induced transcription factors, occur largely through pre-existing nucleosome-depleted regions.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1756-8935-8-7) contains supplementary material, which is available to authorized users.

## Background

Oncogenic transformation is often driven by the genetic alteration of protein kinases, which results in inappropriate activity of downstream transcription factors (TFs). These TFs cause changes in gene expression that ultimately mediate the phenotypes of a transformed cancerous cell type such as invasion, metastasis, loss of contact-mediated growth inhibition, uncontrolled proliferation, and tumor formation. The signal transducer and activator of transcription 3 protein (STAT3) is an important mediator of the transcriptional changes during this process, and it is implicated in many types of cancers [1–4].

STAT3 is a DNA-binding transcription factor (TF) that is part of a larger family consisting of seven members. STAT3 contains an SH2 domain, and it is phosphorylated at tyrosine 705 (Tyr^705^) and serine 727 (Ser^727^) in response to many cytokines and growth factors [5]. Tyr^705^ phosphorylation is critical for dimerization, nuclear localization, and gene activation, while Ser^727^ phosphorylation plays a minor role in modulating STAT3 activity. The oncogenic kinase SRC phosphorylates STAT3 *in vitro* and co-immunoprecipitates with STAT3 from cellular extracts [6]. Many primary tumors contain constitutively activated STAT3, and 30%–60% of primary breast cancer specimens contain Tyr^705^-phosphorylated STAT3. Inhibition of STAT3 activity impairs proliferation and induces apoptosis [7]. Conversely, overexpression of an active form of STAT3 (STAT3-C) in immortalized human fibroblasts [8] or the mammary epithelial cell line MCF-10A [9] is sufficient to induce transformation. STAT3 has many biological functions in normal cells and, like other oncogenes, is insufficient on its own to cause cancer. In the case of MCF-10A, overexpression of STAT3-C altered the expression of 199 genes [9], although it was unclear how many of these were due to direct STAT3 binding.

In previous work, we utilized an inducible model of cellular transformation to identify transcriptional regulatory circuits important in oncogenesis [10, 11]. This model involves MCF-10A, a non-transformed mammary epithelial cell line [12] containing ER-Src, a derivative of the Src kinase oncoprotein (v-Src) that is fused to the ligand-binding domain of the estrogen receptor [13]. Treatment of such cells with tamoxifen rapidly induces Src, and morphological transformation is observed within 24–36 h. Unlike the parental cell line, the transformed cells form foci and colonies in soft agar, show increased motility and invasion, form mammospheres, and confer tumor formation in mouse xenografts. This model provides the opportunity to kinetically follow the pathway of cellular transformation in a manner similar to that used to study viral infection and other temporally ordered processes.

In this inducible transformation model, transient activation of Src triggers an inflammatory response that results in an epigenetic switch between non-transformed and transformed cells [10]. This epigenetic switch is mediated by an inflammatory positive feedback loop involving the NF-κB and STAT3 transcription factors, Lin28B, IL6, microRNAs (Let-7, miR-181b, miR-21), and tumor suppressor genes (PTEN and CYLD) [10, 14]. Here, we use this model to further explore the transcriptional regulatory network involved in inflammation-mediated transformation on a genome-wide scale, focusing on STAT3. Specifically, we map open chromatin regions (FAIRE-seq), STAT3 binding sites (ChIP-seq), and STAT3-dependent gene expression during the process of cellular transformation. Our results uncover biological pathways regulated directly by STAT3 and identify new regulatory connections between STAT3 and NF-κB networks. Analysis also suggests an important role for FOS in STAT3-dependent transcription.

## Results and discussion

### Accessible chromatin regions are largely unchanged during cellular transformation

Genome-wide identification of nucleosome-depleted regions by formaldehyde-assisted isolation of regulatory elements (FAIRE)-seq or DNase-seq reveals that human cells typically have approximately 100,000 such open chromatin regions, with many differences in the genomic location of such regions among different cell types [15, 16]. Cell type-specific open chromatin regions tend to be enhancers, and they are significantly enriched for the DNA motifs of TFs pertinent to the establishment/maintenance of that cell type. Such cell type-specific determinant TFs are often “pioneer” factors that, perhaps with cooperating TFs, can access their cognate DNA motif in the context of a nucleosome, whereupon they recruit nucleosome remodeling complexes and histone acetylases that open chromatin structure and permit binding of other factors.

We used FAIRE-seq [17, 18] to identify nucleosome-depleted regions in MCF-10A-ER-Src cells that were untreated (0-h control) or treated with tamoxifen (TAM) for 4, 12, or 36 h. Across all samples, we identified ~100,000 non-redundant FAIRE regions (Figure 1A) that correspond well to those observed in other breast cell lines and align with known TF binding sites [19] (Additional file 1: Figures S1 and S2). 

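MCF-10A-ER-Src cells are non-transformed human mammary epithelial cells with a fusion of the Src kinase and the ligand-binding part of the estrogen receptor, so that tamoxifen (TAM) switches Src on, and ethanol (EtOH) is the vehicle. STAT3 is a transcription factor that Src and IL6 activate by phosphorylation, and an siRNA against it (siSTAT3) was compared with a non-targeting pool (siSCM, called siNEG in the sample labels). RNA was measured on 23 human expression arrays in 8 groups, with siSCM or siSTAT3, EtOH or TAM, and 4 or 24 h of treatment. Each group had 3 arrays, except that 2 arrays of siSTAT3 cells with TAM for 24 h (replicates 2 and 3) were analysed here. The methods speak of 3 biological replicates, and nothing in the sample descriptions says that they came from separate cultures. The authors corrected background, normalized the arrays and made 1 signal for each of 54675 probe sets with the MAS5 algorithm, on a linear scale in arbitrary units. The median signal was 73.5 to 85.3 units per array, 44.6% to 46.9% of the probe sets were above 100 units, and the number of arrays limits the precision. The ratio of 3′ to 5′ signal of the ACTB control was 1.21 to 1.44. It was 1.21 on both siSTAT3 TAM 24 h arrays, on which the 24 h interactions rest, and on 1 siSTAT3 TAM 4 h array, and replicate 3 of the former had the highest bioC, bioD and cre control signals of all arrays. From there, the log2 signal was fitted with limma in 1 model with a mean for each group and without a filter. A probe set changed at p under 1e-04 and an absolute log2 change over 0.5, which are the limits the methods give, and a gene changed when a probe set assigned to it alone did. Named genes are given by their probe set with the highest mean signal and are called at an adjusted p under 0.05. The interaction is the TAM effect in siSTAT3 cells minus that in siSCM cells. In simulated data with known changes, 23 of 50 probe sets with a 2-fold TAM effect at 4 h were called, as were 10 of 50 with a 2-fold interaction, so a gene that was not called may have changed. The arrays that share the estimate of spread, the significance limits and the definition of dependence on STAT3 can each change the counts.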

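At 4 h of TAM, the lists of STAT3 targets, NF-κB targets and cytokine genes were higher than other genes. STC1 encodes a secreted glycoprotein, TNC an extracellular matrix protein of wounds and tumors, IL24 a cytokine of the IL10 family and SOCS3 a feedback inhibitor of STAT3 signaling. SERPINA1 is an acute-phase protease inhibitor, ADAMTS9 a secreted metalloprotease, and SOX9 and OVOL2 are transcription factors of epithelial cells.
In siSCM cells, 362 genes changed, of which 232 rose and 130 fell. The STC1 signal was 275 ± 15.5 units with EtOH and 3407 ± 356 units with TAM (mean ± SD, n = 3), a log2 fold change of 3.63 (SE 0.26, adjusted p = 3.53e-07). TNC rose by 2.52 (SE 0.14, adjusted p = 3.15e-08) on the log2 scale and IL24 by 5.08 (SE 0.56, adjusted p = 3.74e-05). CCL2, a chemokine for monocytes, rose by 7.53 (SE 1.22, adjusted p = 0.00165) from 15.3 ± 5.45 units, a level near the array background, so that its fold change is imprecise. SOX9 fell from 1010 ± 42.7 to 324 ± 51.6 units, a log2 fold change of -1.65 (SE 0.17, adjusted p = 1.38e-05), and OVOL2 had -1.13 (SE 0.15, adjusted p = 0.000272).
Of 25 measured STAT3 targets and acute-phase genes, 8 rose at 4 h (12 when adjusted over the list alone), and the list was higher than other genes with camera (adjusted p = 6.84e-14). They included SOCS3 with 3.34 (SE 0.34, adjusted p = 1.75e-05) and SERPINA1 with 2.07 (SE 0.14, adjusted p = 1.25e-07). Of 30 NF-κB targets, 10 rose (14 when adjusted over the list alone; camera adjusted p = 3.38e-16), among them CXCL2, which encodes a chemokine for neutrophils. Of 22 cytokines and chemokines, 8 rose (10 rose and 1 fell when adjusted over the list alone; camera adjusted p = 1.31e-10), and 5 rose without siSCM EtOH replicate 3, siSCM TAM replicate 2 or siSCM TAM replicate 3. Among 15 genes of matrix proteases and invasion, a list not of proteases alone, 2 rose and 1 fell (4 and 1 when adjusted over the list alone, camera adjusted p = 0.000326). ADAMTS9 rose by 2.46 (SE 0.21, adjusted p = 3.42e-06).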

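At 24 h of TAM, mesenchymal genes as a list were higher than other genes, and genes that hold epithelial cells together or keep them dividing were lower. GZMB encodes a protease best known from lymphocytes, RASD1 a small GTPase, IL33 an alarm cytokine and RHOU a GTPase of cell shape. CLDN1, OCLN and CLDN7 form tight junctions, OVOL1 and KRT15 mark epithelial identity, LOX cross-links collagen, ITGA5 is a fibronectin receptor chain, and ZEB1 represses epithelial genes.
In siSCM cells, 1416 genes changed, of which 660 rose and 756 fell. Of these, 230 had also changed at 4 h, 224 of them in the same direction. STC1 reached 26115 ± 931 units (mean ± SD, n = 3), a log2 fold change of 6.00 (SE 0.26, adjusted p = 7.80e-11), and TNC changed by 5.19 (SE 0.14, adjusted p = 6.45e-13). GZMB, RASD1 and IL33 rose by 7.59, 6.92 and 6.82 on the log2 scale from signals of at most 19.7 ± 13.8 units, near the background, to 1519 ± 24.1, 1739 ± 314 and 1706 ± 182 units. RHOU rose from 243 ± 18.3 to 6248 ± 465 units.
Of 16 measured genes of epithelial junctions and identity, 10 fell (11 when adjusted over the list alone), with a list median of -0.89 (camera adjusted p = 1.16e-08). CLDN1 had -2.37 (SE 0.12, adjusted p = 6.22e-10), OVOL1 -1.82 (SE 0.19, adjusted p = 3.12e-06) and OCLN -1.61 (SE 0.14, adjusted p = 4.12e-07). KRT15, a keratin of basal epithelial cells outside that list, had -2.98 (SE 0.12, adjusted p = 4.30e-11). Of 17 mesenchymal genes, 6 rose and 1 fell, as when adjusted over the list alone (camera adjusted p = 0.00526), among them LOX at 1.89 (SE 0.09, adjusted p = 2.84e-10), ITGA5 at 1.73 (SE 0.14, adjusted p = 2.24e-07) and ZEB1 at 0.86 (SE 0.07, adjusted p = 3.30e-07). Of 15 genes of matrix proteases and invasion, 7 rose and 1 fell (7 and 2 when adjusted over the list alone), with the urokinase receptor PLAUR up by 2.52 (SE 0.15, adjusted p = 2.88e-09).
Of 29 genes of cell cycle and DNA replication, 12 fell and 1 rose (16 and 3 when adjusted over the list alone; camera adjusted p = 0.000966). They included E2F2, an activator of S-phase genes, with -1.26 (SE 0.10, adjusted p = 1.48e-07). Among 15 ERK feedback and immediate early genes, 8 rose and 2 fell (9 and 3 when adjusted over the list alone; camera adjusted p = 6.64e-05), led by SPRED1, an inhibitor of Ras signaling, at 1.40 (SE 0.14, adjusted p = 1.78e-06). Of 15 endoplasmic reticulum stress genes, 4 rose (6 when adjusted over the list alone; camera adjusted p = 0.000745). Of 25 STAT3 targets and acute-phase genes, 16 rose (17 when adjusted over the list alone), among them LRG1, a plasma glycoprotein of the acute phase, at 2.46 (SE 0.33, adjusted p = 6.59e-05). With a correlation between genes estimated from the data, the camera calls given for TAM in siSCM cells at 4 h and for the epithelial, mesenchymal, replication, ERK and stress lists at 24 h hold, with 0.0125 for the epithelial list.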

Coupled to this, we used DNA microarrays to identify genes that were differentially expressed during the transformation time course and identified 116 and 1,483 genes at 4 and 24 h post TAM treatment, respectively. Despite the major phenotypic and transcriptional changes observed during transformation, only ~17% of FAIRE regions exhibit an amplitude change in at least one time point during transformation (Figure 1A). Moreover, the majority of these changes are not the result of *de novo* formation of FAIRE regions, but rather due to an increase in signal at sites that already had low-amplitude FAIRE enrichment (Additional file 1: Figures S3 and S4). Such differential FAIRE regions are observed mainly at the 36-h time point (Figure 1A), yield no significant gene ontology (GO) terms (Methods), and are located mostly at regions greater than 10 kb from the transcription start site (TSS) (Figure 1B).

**Figure 1:**
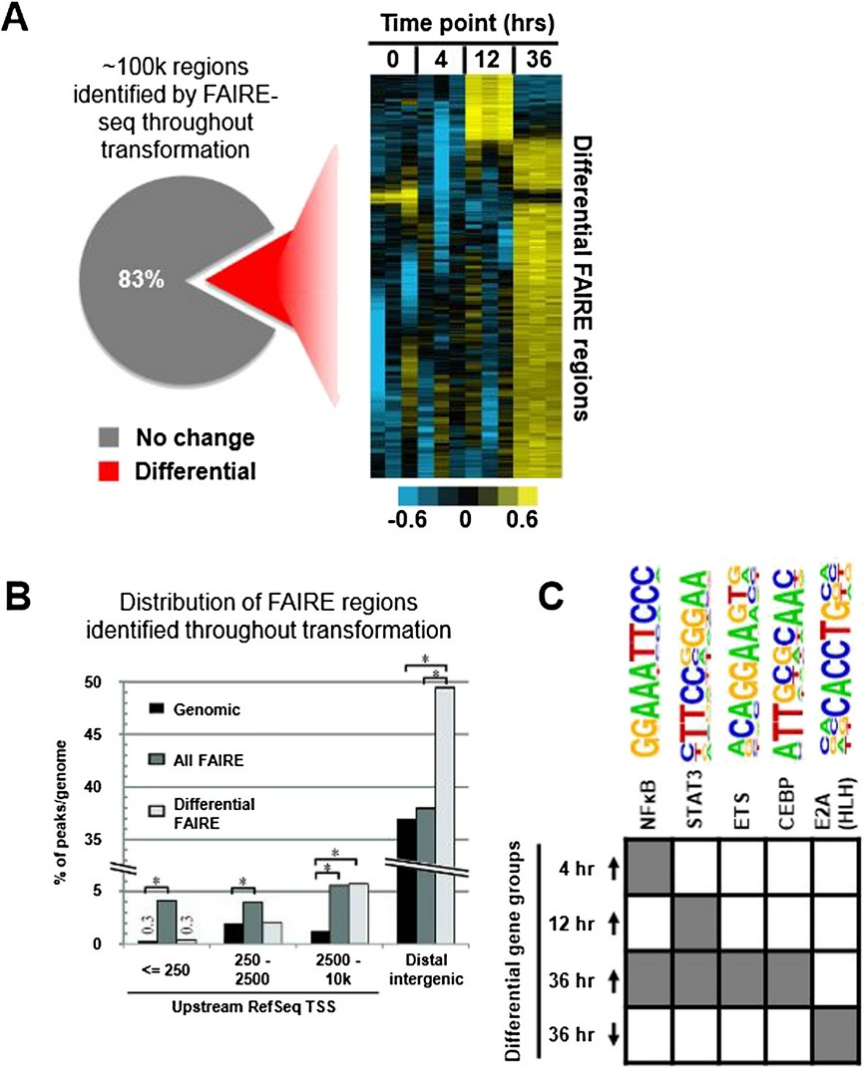
**Open chromatin regions identified by FAIRE before and during transformation. (A)** The pie chart represents the approximately 100,000 non-redundant FAIRE sites identified throughout transformation. A minority (17%) changed during transformation and is shown as the rows of the heatmap on the right. The columns of the heatmap display the replicates for FAIRE-seq at each of the indicated time points. For each FAIRE site, the normalized read count was calculated and the data in the heatmap was median centered by rows (yellow = increased and blue = decreased signal). **(B)** Distribution of FAIRE sites relative to RefSeq gene transcription start site (TSS) annotations. **(C)** A select set of TF motifs are enriched at FAIRE sites associated with genes whose RNA levels are differentially regulated during transformation. HOMER identified TF binding site motifs enriched at FAIRE sites within ±500 kb of the transcription start site of genes differentially expressed at the indicated time points (rows). Gray indicates an enriched motif (*P < 0.005).

### Transcription factor binding motifs that are overrepresented in FAIRE sites near genes with transformation-altered expression are generally overrepresented in accessible chromatin regions prior to transformation

Only a small minority of FAIRE regions change during transformation, and therefore, one possibility is that the phenotypic and gene expression changes observed were mediated primarily through chromatin that was already open in the cells prior to transformation. Indeed, TF binding motifs that occurred within open chromatin regions present prior to transformation are also enriched in open chromatin near genes that were induced at particular time points during the transformation process (Figure 1C). Interestingly, at the 4-h time point, NF-κB motifs are overrepresented in open chromatin near induced genes, whereas STAT3 motifs are not (Figure 1C). Conversely, STAT3 motifs, but not those of NF-κB, are overrepresented in open chromatin among genes induced at the 12-h time point. At the 36-h time point, NF-κB, STAT3, ETS, and CEBP motifs are all enriched among induced genes, whereas E2A motifs are enriched among downregulated genes.

### Transformation-dependent binding of STAT3 is restricted to motifs found within FAIRE regions

STAT3 is critical for oncogenic transformation, and the STAT3 motif is overrepresented within FAIRE regions associated with differentially regulated genes (Figure 1C, and see below). 

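STAT3 is itself a target of STAT3 signaling, so its RNA can follow its activity. In siSCM cells its signal was 4022 ± 94.5 units with EtOH and 5576 ± 425 units with TAM at 4 h (mean ± SD, n = 3), and 4125 ± 168 and 6119 ± 569.7 units at 24 h. TAM thus raised the STAT3 signal by 48.0% at 24 h, a log2 fold change of 0.57 (SE 0.13, adjusted p = 0.00973). The 4 h difference of 38.4%, a log2 fold change of 0.47 (SE 0.13, adjusted p = 0.0930), did not pass the adjusted test. Of 2 further abundant STAT3 probe sets, 1 had 0.64 (adjusted p = 0.112) at 4 h and 0.70 (adjusted p = 0.0227) at 24 h, and the other 0.36 (adjusted p = 0.625) and 0.74 (adjusted p = 0.0580). Of 5 measured STAT family genes, 2 rose at 24 h, as when adjusted over the list alone, and the other was STAT4, which carries interleukin-12 signals, with 1.09 (SE 0.10, adjusted p = 7.18e-07). The list as a whole did not pass camera (adjusted p = 0.0656). The STAT3 call at 24 h is lost without siSCM TAM 24 h replicate 1 (adjusted p = 0.0530).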

STAT3 RNA levels increase modestly by ~50% during transformation (Additional file 1: Figure S5), and STAT3 activity, as measured by Tyr^705^ phosphorylation, increases ~4-fold (Figure 2A). Using chromatin immunoprecipitation (ChIP)-seq, we identify 26,783 STAT3 binding sites (*P* value <10^−9^) in non-transformed ER-Src cells, presumably representing a basal level of ER-Src signaling and hence STAT3 function. Upon transformation, STAT3-bound sites (as defined by the same statistical cutoff) more than double at 4 h (77,262), 12 h (67,015), and 36 h (74,584) post induction. In accord with STAT3 binding in macrophages [20], most STAT3 sites are located within introns and regions located away from RefSeq gene features, with only 7% of STAT3 binding sites located less than 2,500 bp upstream of a RefSeq TSS (Figure 2B). Approximately 15,000 genes contain at least one STAT3 binding site within their putative regulatory DNA domain as defined by GREAT (Methods), and only 3% of STAT3 sites are not associated with a putative regulatory DNA domain.All STAT3 binding during the transformation process is restricted almost exclusively to sites within FAIRE regions that existed prior to induction of transformation. Further, FAIRE regions containing the STAT3 motif (Figure 2C) are exceptionally well occupied by STAT3. At a motif quality score of 14 (near-perfect canonical motif), 80% of STAT3 motifs within FAIRE regions are bound by STAT3, in contrast to 8% of motifs with a quality score of 14 outside of FAIRE regions (Figure 2C). Thus, binding of STAT3 to its motif is largely limited to nucleosome-depleted genomic loci.

**Figure 2:**
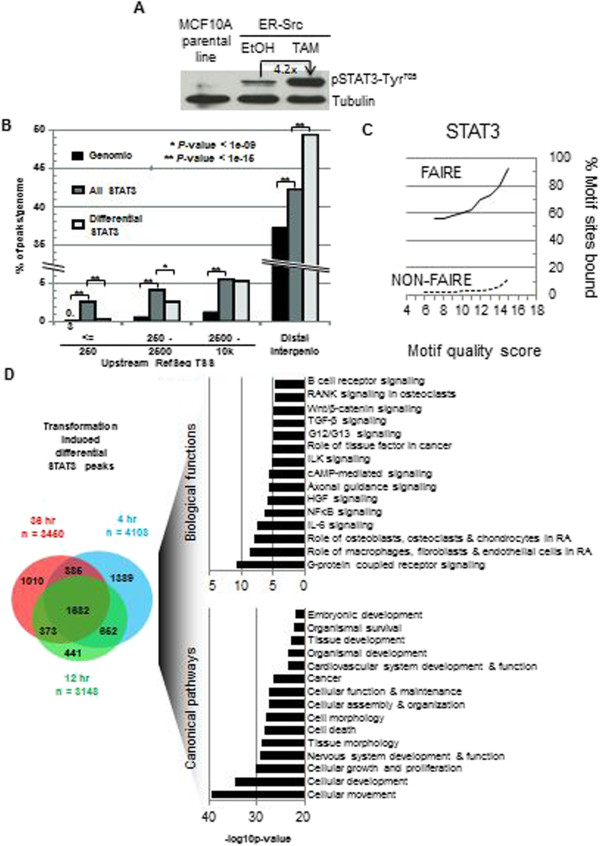
**STAT3 binding profiles before and during transformation. (A)** Western blots of protein extracts from TAM-treated MCF10A-ER-Src cells. **(B)** Distribution of STAT3 occupancy at RefSeq gene features. “All STAT3” represents all treatments/time points, i.e., cumulative. “Differential” refers to STAT3 occupancy in transformed cells only. **(C)** Occupancy of STAT3 DNA binding site motifs by STAT3 protein, as a function of increasing motif quality score, within FAIRE-seq regions and in non-FAIRE regions. Data was from all STAT3 conditions/time points. **(D)** Gene ontology terms associated with transformation differential STAT3 ChIP-seq sites and the overlap between at 4, 12, and 36 h post TAM treatment.

The vast majority of STAT3 binding sites observed during the transformation process are also observed in non-transformed cells, albeit with a lower signal that falls below our significance cutoff. Only 5% of STAT3 binding sites were deemed significant in transformed cells but not in non-transformed cells and also exhibit a greater than 5-fold increase in binding amplitude by ChIP-seq during transformation. These few strongly induced peaks are preferentially located at sites distal to RefSeq TSSs (Figure 2B and Additional file 1: Figures S6 and S7) and will hereafter be termed “differential STAT3 sites.” Only 0.24% of differential STAT3 sites occur at differential FAIRE regions, consistent with the observation that most STAT3 binding specific to the transformation process occurs at chromatin that was open prior to transformation.

### STAT3 binding and STAT3-dependent gene expression during transformation are associated with an inflammatory signature

Differential STAT3 binding sites are significantly overrepresented among genes linked to inflammation (IL6, NF-κB, and TGF-β signaling; Figure 2D). STAT3 sites are also overrepresented within regulatory regions of genes involved in cellular movement, growth and proliferation, cell death, and embryonic development (Figure 2D), key processes all linked to cancer.

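The siRNA lowered the signal of the abundant STAT3 probe sets in every group. With EtOH, the STAT3 signal in siSTAT3 cells was 331 ± 29.3 units at 4 h and 398 ± 87.1 units at 24 h (mean ± SD, n = 3). In the fit of log2 signals it was 12.2-fold and 10.5-fold under the siSCM cells of the same time. With TAM it was 425 ± 44.2 units at 4 h (n = 3) and 400.1 ± 57.5 units at 24 h (n = 2), with fitted differences of 13.1-fold and 15.3-fold. For the 2 further abundant STAT3 probe sets the differences were 9.78-fold and 11.7-fold with EtOH at 4 h and 7.50-fold and 9.02-fold at 24 h. With TAM they were 10.3-fold and 13.2-fold at 4 h and 11.2-fold and 11.5-fold at 24 h. All but the 13.2-fold were smaller than those of the probe set given first. For that probe set the log2 differences were -3.61 (SE 0.13, adjusted p = 3.86e-10) with EtOH at 4 h and -3.94 (SE 0.15, adjusted p = 2.20e-11) with TAM at 24 h. TAM did not detectably raise the STAT3 signal that was left, with log2 fold changes of 0.36 (SE 0.13, adjusted p = 0.384) at 4 h and 0.02 (SE 0.15, adjusted p = 0.983) at 24 h. A STAT3 probe set of low signal, at 79.2 ± 11.3 units in siSCM cells with EtOH at 4 h, did not differ detectably with EtOH. Its log2 differences between siSTAT3 and siSCM cells were -0.07 (adjusted p = 0.915) at 4 h and -0.10 (adjusted p = 0.899) at 24 h. With TAM they were -0.82 (adjusted p = 0.00390) at 4 h and -1.01 (adjusted p = 0.000923) at 24 h.
Known targets of STAT3 as a list were lower than other genes with siSTAT3 before Src was switched on. Of 25 STAT3 targets and acute-phase genes, 7 fell with siSTAT3 in EtOH at 4 h (11 fell and 1 rose when adjusted over the list alone; camera adjusted p = 5.25e-06), among them SERPINA3, an acute-phase protease inhibitor, with -1.25 (SE 0.11, adjusted p = 3.39e-06). At 24 h in EtOH, 7 fell and 1 rose (13 and 3 when adjusted over the list alone; camera adjusted p = 2.17e-07).

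**Figure D1:**
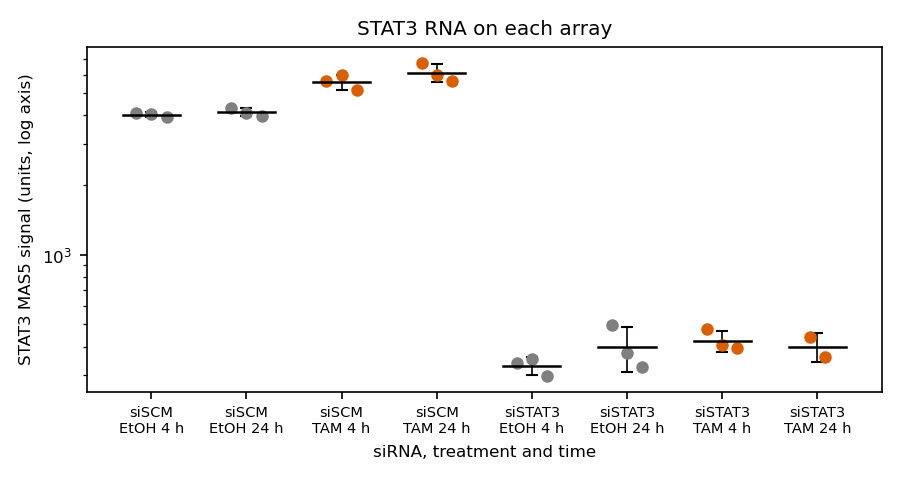
STAT3 MAS5 signal in units on a log axis for each of the 23 arrays, by siRNA, treatment and time, with TAM arrays in orange. Lines are group means and bars SD, and in the fit of log2 signals siSTAT3 cells are 10.5-fold to 15.3-fold under siSCM cells for this probe set.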

To identify genes whose expression depends on STAT3 during transformation, we performed microarray analysis in TAM-treated cells in which STAT3 protein (Figure 3A) and RNA levels were reduced more than 10-fold using siRNA (Additional file 1: Figure S5). Approximately one third of genes normally differentially regulated during transformation are dependent on STAT3 (Figure 3B). 

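The genes named here with a weaker or reversed TAM response in siSTAT3 cells have varied functions. RGS2 encodes a brake on G protein signaling, SERPINB13 a protease inhibitor of keratinocytes, PAEP a secreted lipocalin, TXNIP an inhibitor of thioredoxin and glucose uptake, and INHBA a subunit of activin.
At 4 h, RGS2 rose from 4002 ± 176 to 15914 ± 657 units in siSCM cells and was 4564 ± 236 and 4646 ± 304 units in siSTAT3 cells (mean ± SD, n = 3), an interaction of -1.97 (SE 0.13, adjusted p = 2.26e-06) on the log2 scale. SERPINB13 had an interaction of -2.50 (SE 0.26, adjusted p = 0.000131), STC1 of -2.66 (SE 0.37, adjusted p = 0.00191) and TNC of -1.98 (SE 0.20, adjusted p = 0.000131). TAM lowered TXNIP in siSCM cells, with -0.74 (SE 0.09, adjusted p = 6.83e-05), and did not detectably do so in siSTAT3 cells, an interaction of 1.14 (SE 0.12, adjusted p = 0.000220). It lowered INHBA in siSCM cells, with -0.59 (SE 0.09, adjusted p = 0.00104), and raised it in siSTAT3 cells, with 0.71 (SE 0.09, adjusted p = 0.000940), so that the 2 effects differ 2.46-fold (adjusted p = 9.87e-05). At 24 h, the interaction was -6.36 (SE 0.58, adjusted p = 3.21e-06) for RASD1, -6.25 (SE 1.03, adjusted p = 0.00122) for GZMB, -6.17 (SE 1.02, adjusted p = 0.00134) for PAEP and -5.86 (SE 0.89, adjusted p = 0.000635) for IL33. At 24 h these 4 genes are near the array background in siSTAT3 cells and in siSCM cells with EtOH, which sets the size of these values. RHOU, at 248 ± 40.0 units in siSTAT3 cells with TAM (n = 2), had -4.49 (SE 0.24, adjusted p = 2.03e-08). KRT15, which TAM lowered in siSCM cells, stayed at 8094 ± 676 units, an interaction of 3.07 (SE 0.18, adjusted p = 3.41e-08).
A transformation-regulated gene counted as dependent on STAT3 when its interaction passed the same limits in the direction opposite to its TAM effect. It counted as independent when the absolute interaction was under 0.5 and its p was not under 1e-04. The independent class does not show that a response was kept, since a small TAM effect can be largely lost within these limits. TSC22D1 counted as independent at 24 h with a TAM effect of -0.57 and an interaction of 0.44 (adjusted p = 0.00821). At 4 h, 81 of 362 genes were dependent (22.4%, 95% Wilson interval 18.4% to 26.9%), 158 were independent and 123 lay between. At 24 h, 538 of 1416 were dependent (38.0%, 35.5% to 40.6%), 387 independent and 491 between. By direction, 57 of 232 activated genes were dependent at 4 h (24.6%, 19.5% to 30.5%) and 280 of 660 at 24 h (42.4%, 38.7% to 46.2%). These intervals treat genes as independent, which they are not. In 62 genes the interaction passed at both times, in 60 of them with the same sign. The dependent share is 54.7% at 4 h and 70.9% at 24 h when the interaction is adjusted over the probe sets that passed the TAM test, and 88.4% and 93.2% when a gene only has to miss the TAM test in siSTAT3 cells. That last definition also calls 41.1% to 47.1% at 4 h and 35.3% to 40.6% at 24 h in simulated data in which no gene depends on STAT3.
From the TAM responses with and without STAT3, the paper states that a part of the genes regulated during transformation depends on STAT3. It goes on to relate the genes upregulated during transformation to STAT3 sites and occupancy.

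**Figure D2:**
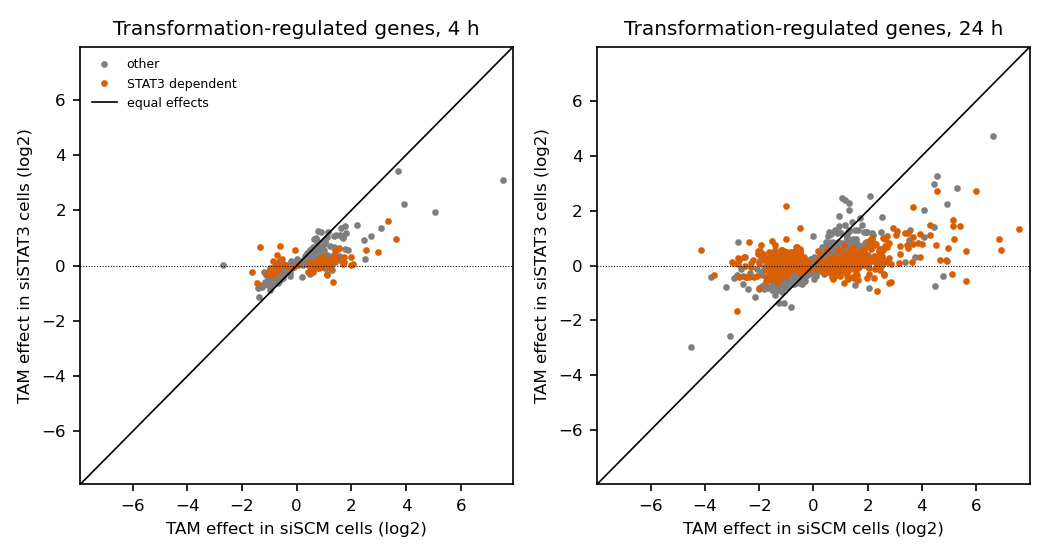
TAM effect (log2 fold change against EtOH) in siSTAT3 cells against that in siSCM cells for the 362 genes changed at 4 h and the 1416 changed at 24 h, each by its probe set with the highest mean signal. Orange points are the 81 and 538 STAT3-dependent genes, and the line marks equal effects.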

Genes that show differential upregulation during the transformation correlate both with the number of differential STAT3 sites and with increased STAT3 occupancy during transformation (Additional file 1: Figure S6). These relationships are not observed with genes downregulated during transformation, suggesting that STAT3 directly regulates only genes that are activated during transformation. Interestingly, the p53 motif was found enriched in downregulated genes (Figure 4A), and in this regard, our previous analysis identified p53 as a common node linking inflammatory signals and cancer transformation to metabolic syndrome [11]. The genes encoding p53 and p63 are both upregulated in response to transformation at 4 h, indicating that they are induced early by STAT3, only to be downregulated as transformation progresses (Additional file 1: Figure S8).

**Figure 3:**
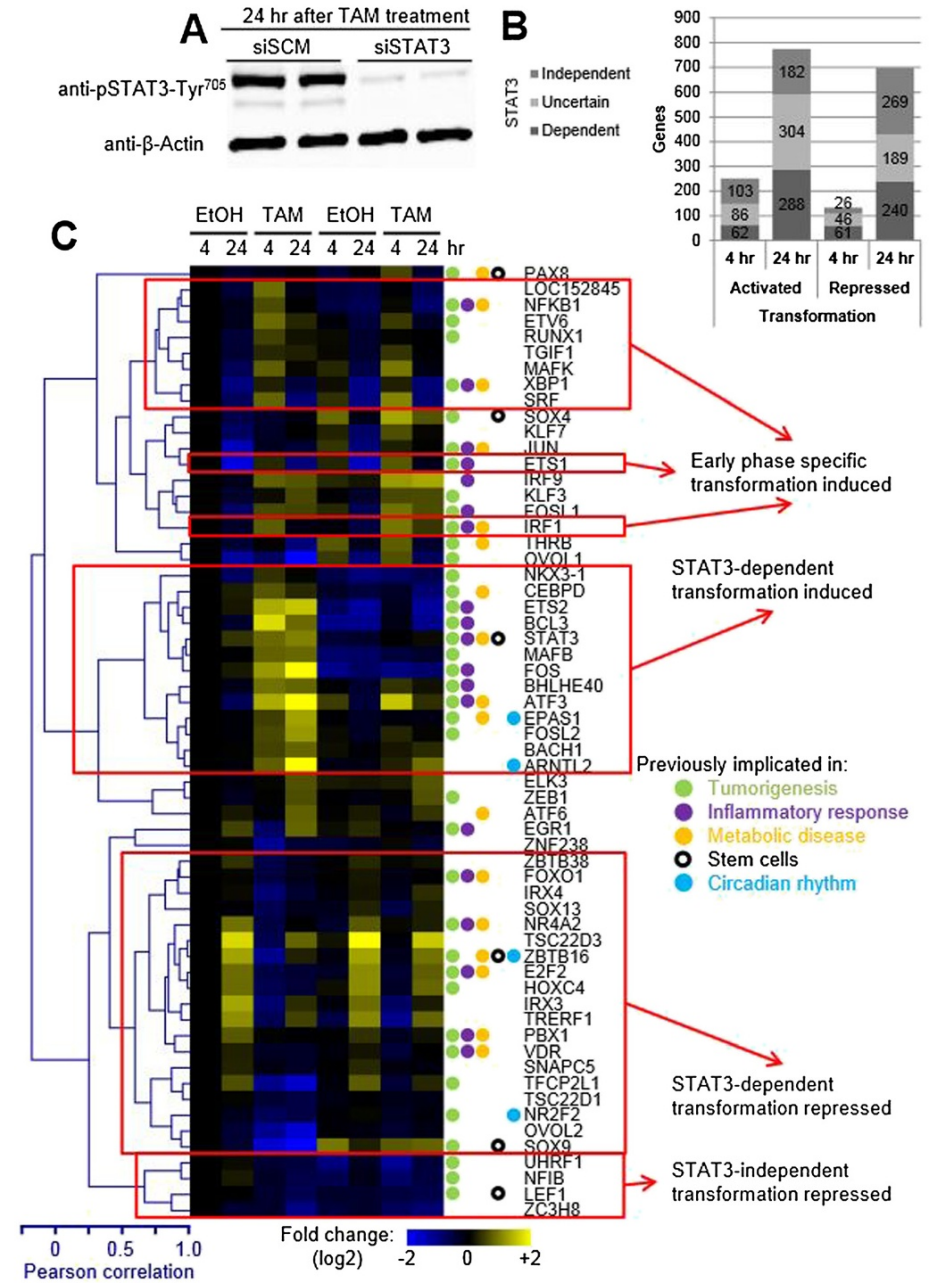
**Differentially expressed transcriptional regulators during transformation. (A)** Western blots of protein extracts from TAM-treated MCF10A-ER-Src cells done in parallel to RNA samples used for expression microarray analysis. STAT3 protein levels are reduced >25-fold upon siSTAT3 knockdown by 24 h. **(B)** The numbers of genes differentially up- or downregulated during transformation at 4 and 24 h post ER-Src activation and their dependence on STAT3. **(C)** Shown are the RNA expression levels at 4 and 24 h post EtOH or TAM treatment in samples transfected with siSCM (scrambled control) or siSTAT3. RNA levels are expressed as fold change over 4-h EtOH- and siSCM-treated samples. All TFs differentially regulated (*P* value <10^−4^, >log_2_ 0.5-fold change) upon ER-Src activation at 4 or 24 h post TAM treatment in siSCM-transfected cells. TFs were clustered, and red boxes indicate TFs whose transcriptional response to treatments is correlated. Those TFs known to be involved in tumorigenesis, inflammatory response, metabolic disease, “stemness,” and the circadian rhythm are indicated by colored circles.

**Figure 4:**
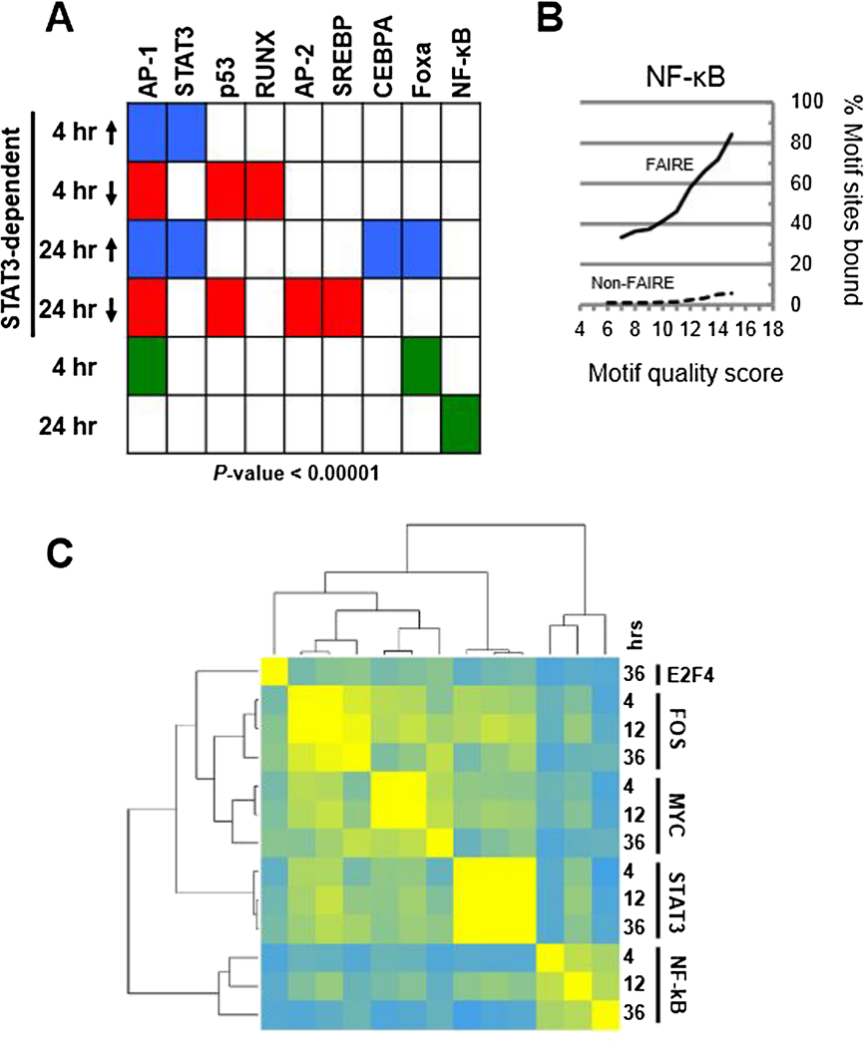
**NF-κB binds a subset of FAIRE sites independent of STAT3. (A)** Transcription factor binding motifs enriched within FAIRE sites that were ±500 kb from the TSS of the genes in each indicated group. STAT3-dependent gene groups are separated based on whether their expression increases or decreases in response to siSTAT3. **(B)** Occupancy of NF-κB DNA binding site motifs, as a function of increasing motif quality score, within FAIRE-seq regions and in non-FAIRE regions. **(C)** Correlation matrix of the ChIP-seq signal at FAIRE sites. Read counts for each of the factors and conditions measured by ChIP-seq, normalized to input, were used to calculate the correlation matrix. The resulting correlation matrix is symmetric (same datasets represented on rows and columns) which was clustered by row and column to order datasets based on the similarity of binding within FAIRE sites. The correlation matrix indicates that NF-κB correlates well with itself but not to other factors, indicating that NF-κB binds an independent subset of sites. FOS and STAT3 however occupy the same FAIRE sites more frequently than other factors.

Gene ontology analysis of genes differentially regulated during transformation in a STAT3-dependent or STAT3-independent manner reveals that STAT3 is more important for regulating genes involved in the inflammatory response and less important for genes that are involved in cellular metabolism, especially at the 24-h time point (Additional file 1: Figure S9). 

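At 24 h of TAM, the lists of fatty acid synthesis and of drug metabolism and NRF2 targets were lower than other genes, while the list of glycolysis genes did not pass its test. PFKFB3 makes the activator of phosphofructokinase, SLC2A3 imports glucose, PDK1 keeps pyruvate out of the mitochondria, LSS closes the sterol ring, SCD desaturates fatty acids, and ALDH3A1 and the thioredoxin reductase TXNRD1 protect against oxidants.
At 24 h, PFKFB3 rose from 1021 ± 63.1 to 7410 ± 176 units in siSCM cells (mean ± SD, n = 3) and was 1069 ± 83.9 units in siSTAT3 cells with TAM (n = 2), an interaction of -2.79 (SE 0.13, adjusted p = 5.62e-09). PDK1 had a TAM effect of 0.71 (SE 0.11, adjusted p = 0.000315) and an interaction of -1.05 (SE 0.17, adjusted p = 0.00100). Of 21 glycolysis genes, 5 rose and 1 fell with TAM, as SLC2A3 did with 1.70 (SE 0.22, adjusted p = 4.35e-05), and the list did not pass camera (adjusted p = 0.0592).
LSS fell by 1.09 (SE 0.12, adjusted p = 7.15e-06) on the log2 scale with an interaction of 1.63 (SE 0.18, adjusted p = 2.69e-05). Of 17 genes of cholesterol synthesis, 6 fell and 1 rose (7 and 1 when adjusted over the list alone; camera adjusted p = 0.00733, and 0.0651 with probe sets under 100 units removed), and 8 had a positive and 1 a negative interaction (12 and 1 when adjusted over the list alone; camera adjusted p = 2.38e-07). The positive count is 5 without siSCM EtOH 24 h replicate 1 or 2, siSCM TAM 24 h replicate 3, siSTAT3 EtOH 24 h replicate 1 or 3, or siSTAT3 TAM 24 h replicate 2 or 3. SCD had a TAM effect of -0.74 (SE 0.07, adjusted p = 7.18e-07) and an interaction of 0.90 (SE 0.10, adjusted p = 2.99e-05), and of 11 genes of fatty acid synthesis 7 fell, as when adjusted over the list alone (camera adjusted p = 0.000153). Of 16 drug metabolism and NRF2 targets, 9 fell and 1 rose (10 and 1 when adjusted over the list alone; camera adjusted p = 2.17e-06), with ALDH3A1 at -2.84 (SE 0.15, adjusted p = 7.29e-10) in siSCM and -1.65 (SE 0.16, adjusted p = 2.58e-05) in siSTAT3 cells, an interaction of 1.19 (SE 0.22, adjusted p = 0.00361). Of 17 genes of the TCA cycle, 5 fell (6 when adjusted over the list alone; camera adjusted p = 0.0327, and 0.153 with an estimated correlation). That count is 2 without siSCM EtOH 24 h replicate 1 or 2 or siSCM TAM 24 h replicate 3, and 3 without siSCM TAM 24 h replicate 1.
Of 68 measured genes of inflammation (STAT3 targets, NF-κB targets and cytokines), 26 were transformation-regulated at 24 h and 11 of these were dependent on STAT3, among them FOS, IL33, SERPINA1, SOCS1 and the cytokine gene TSLP. Of 82 measured metabolic genes, 19 were regulated and 12 dependent, among them LSS, PFKFB3, PGK1 and NQO1 (Fisher's exact test, two-sided, p = 0.231). At 4 h, 5 of 18 regulated inflammatory genes were dependent (CEBPD, FOS, SERPINA1, SOCS3 and VEGFA), as was neither of the 2 regulated metabolic genes, GCLC and PFKFB3 (Fisher's exact test, two-sided, p = 1). With 2 metabolic genes and 5 dependent genes this test cannot fall under 0.05 whatever the outcome, so it decides nothing at 4 h.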

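Several transcription factors that answer stress and growth signals rose with TAM in siSCM cells. ETS2 activates matrix protease and growth genes, ATF3 is a stress-induced regulator of the AP-1 type, and BMAL2 (also known as ARNTL2) is a partner of the circadian CLOCK protein. ETS2 rose from 1719 ± 22.7 to 4494 ± 131 units at 4 h (mean ± SD, n = 3), a log2 fold change of 1.39 (SE 0.12, adjusted p = 4.35e-06), and had 1.38 (SE 0.12, adjusted p = 6.25e-07) at 24 h. ATF3 went from 100.3 ± 14.3 to 693 ± 41.9 units at 24 h, with log2 fold changes of 1.37 (SE 0.11, adjusted p = 2.14e-06) at 4 h and 2.80 (SE 0.11, adjusted p = 4.46e-11) at 24 h. BMAL2 rose by 0.76 (SE 0.13, adjusted p = 0.00195) at 4 h and by 2.16 (SE 0.13, adjusted p = 2.82e-09) at 24 h. The probe set of BCL3 is assigned to several genes, so no value is given for it. The STAT3-dependent induced factors of Fig. 3C were chosen by the study from these samples and are not independent evidence, and 9 of the 10 measured rose at each time (10 at 4 h and 9 at 24 h when adjusted over the list alone). The 4 h call of BMAL2 is lost when only the arrays of the groups compared are fitted (adjusted p = 0.179).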

ETS2, BCL3, FOS, ATF3, ARNTL2, and TSC22D3 are the topmost differentially regulated TFs during transformation (Figure 3C). All of these are STAT3 dependent and linked to tumorigenesis and/or inflammation. 

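Without STAT3, these factors kept different parts of their TAM response. ETS2 was 755 ± 94.8 units with EtOH and 957 ± 10.6 units with TAM at 24 h in siSTAT3 cells (mean ± SD, n = 3 and 2), an interaction of -1.03 (SE 0.19, adjusted p = 0.00293). ATF3 kept its rise at 4 h, 1.06 (SE 0.11, adjusted p = 0.000289) in siSTAT3 cells, with an interaction of -0.31 (SE 0.16, adjusted p = 0.703) that was not called. At 24 h the ATF3 interaction was -1.98 (SE 0.17, adjusted p = 2.03e-06), while TAM still raised it by 0.82 (SE 0.13, adjusted p = 0.00184). BMAL2 also rose in siSTAT3 cells at 24 h, by 1.01 (SE 0.14, adjusted p = 0.000636), with an interaction of -1.16 (SE 0.19, adjusted p = 0.00112). At 4 h its interaction was -0.34 (SE 0.18, adjusted p = 0.691). Of the 10 measured induced factors of Fig. 3C, 4 had a negative interaction at 4 h and 7 at 24 h (7 and 10 when adjusted over the list alone, which is not independent evidence). The 4 h interaction of ETS2 was -0.86 (SE 0.18, adjusted p = 0.0415), and -0.86 (adjusted p = 0.00579) with a second abundant probe set. The first of these is -0.71 to -0.96 when any 1 array of the 4 h groups is left out, although its call is lost in 11 of these 12 fits, for example with -0.85 (adjusted p = 0.103) without siSCM EtOH 4 h replicate 2.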

Taken together, these observations are consistent with the central role of direct STAT3 targets in transformation.

### STAT3 and NF-κB drive alternate and cooperative pathways during transformation

It is well known that STAT3 and NF-κB are important TFs involved in inflammation and cancer [21, 22], and STAT3 has a major role in activating inflammatory genes during the transformation process in our inducible model. Ingenuity Pathway Analysis (IPA) of genes regulated during transformation in a STAT3-dependent manner at the 4-h time point reveals NF-κB as the central cooperating effector of the perturbed signaling pathways (Additional file 1: Figure S10A). At the later 24-h time point of STAT3-dependent transcription regulation, IPA indicates a switch from NF-κB to FOS acting cooperatively with STAT3, with STAT3 and FOS controlling genes involved in cellular assembly and organization, and development (Additional file 1: Figure S10B). Interestingly, NF-κB was also found to be a central effector molecule at the early and late time points of STAT3-independent transformation-regulated genes (Additional file 1: Figure S10C, D). Specifically, NF-κB could be transcriptionally driving gene networks of carbohydrate metabolism, drug metabolism, and small molecule biochemistry independently of STAT3, thus showing that NF-κB and STAT3 have independent and cooperative roles during transformation.

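Targets of NF-κB as a list had a higher TAM effect than other genes in siSTAT3 cells as well. PTGS2 makes prostaglandins, ICAM1 binds leukocytes, IL1B and TNF encode cytokines that both follow and activate NF-κB, and PLAU is the urokinase protease. In siSTAT3 cells PTGS2 rose by 1.36 (SE 0.18, adjusted p = 0.000940) at 4 h and 1.49 (SE 0.20, adjusted p = 0.000412) at 24 h, and its interactions of -0.25 (SE 0.25, adjusted p = 0.900) and -0.32 (SE 0.26, adjusted p = 0.675) were not called. ICAM1 rose by 0.97 (SE 0.18, adjusted p = 0.0161) at 4 h, with an interaction of -0.07 (SE 0.25, adjusted p = 0.978). IL1B was 2091 ± 238 units with TAM at 24 h in siSCM cells (mean ± SD, n = 3) and 10500 ± 1708 units in siSTAT3 cells (n = 2), and its interaction was 1.40 (SE 0.18, adjusted p = 0.000156).
Of 30 NF-κB targets, 7 rose with TAM at 4 h in siSTAT3 cells (21 when adjusted over the list alone; camera adjusted p = 9.56e-25), and 4 rose without siSTAT3 EtOH 4 h replicate 1. At 24 h, 15 rose (20 when adjusted over the list alone; camera adjusted p = 5.17e-23), and 9 rose without siSTAT3 TAM 24 h replicate 3. The 24 h interaction was positive for 7 of them, TNF, IL1B, PLAU and TNFAIP3 having the largest (9 positive and 3 negative when adjusted over the list alone), and for 3 without siSTAT3 TAM 24 h replicate 3. The list's interaction passed camera (adjusted p = 0.0232) and did not with an estimated correlation (adjusted p = 0.412), with low signals removed (0.141), or without siSCM EtOH 24 h replicate 1 (0.0604) or siSCM TAM 24 h replicate 3 (0.0754).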

The STAT3 motif is significantly enriched in the FAIRE regions near STAT3-dependent activated genes, but not STAT3-dependent repressed genes (Figure 4A). 

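Genes of epithelial junctions, which TAM lowered as a list at 24 h, had a higher TAM effect as a list in siSTAT3 cells. At 24 h with TAM, CLDN1 was 489 ± 37.7 units in siSCM cells (mean ± SD, n = 3) and 4270 ± 356 units in siSTAT3 cells (n = 2), an interaction of 3.24 (SE 0.18, adjusted p = 2.33e-08). OCLN had an interaction of 1.72 (SE 0.21, adjusted p = 6.99e-05) and OVOL1, a repressor of mesenchymal genes, of 2.02 (SE 0.28, adjusted p = 0.000286). KRT8, a keratin of luminal cells, fell by 1.16 (SE 0.10, adjusted p = 3.97e-07) with TAM and had an interaction of 1.42 (SE 0.15, adjusted p = 1.80e-05). Of 16 genes of epithelial junctions and identity, 10 had a positive interaction (11 when adjusted over the list alone; camera adjusted p = 2.67e-11), and 6 without siSTAT3 TAM 24 h replicate 3. The mesenchymal list, which TAM raised, was mixed, with 5 of 17 interactions positive and 3 negative (6 and 4 when adjusted over the list alone; camera adjusted p = 0.327), and with 2 and 2 without siSTAT3 TAM 24 h replicate 3.
Of the 130 genes repressed at 4 h, 24 were dependent on STAT3 (18.5%, 95% Wilson interval 12.7% to 26.0%), 63 independent and 43 between. The 63 independent genes become 37 without siSCM EtOH 4 h replicate 1. At 24 h, 258 of 756 were dependent (34.1%, 30.8% to 37.6%), 228 independent and 270 between. Repressed probe sets kept a median of 29.7% of their TAM effect in siSTAT3 cells at 4 h and 14.7% at 24 h. The share of repressed genes that were dependent at 4 h is 10.7% without siSTAT3 EtOH 4 h replicate 2 and 11.9% without siSTAT3 TAM 4 h replicate 3. This share is 50.0%, and that at 24 h 68.3%, when the interaction is adjusted over the probe sets that passed the TAM test.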

STAT3 indirectly regulates ~35% of genes that are repressed during transformation, and yet the only motifs enriched are FOXA and AP-1 at 4 h and NF-κB at 24 h (Figure 4A). As observed for STAT3 (Figure 2C), NF-κB motifs are much more likely to be occupied when they occur within FAIRE sites as compared to the rest of the genome (Figure 4B). A correlation matrix shows that NF-κB is present at a unique subset of FAIRE sites, whereas STAT3 occupancy is more highly correlated with the occupancy of other factors including FOS and MYC (Figure 4C). This suggests that NF-κB regulates a subset of genes that are not directly dependent on STAT3. Network analysis suggests that these genes may be more involved in the metabolic aspects of transformation (Additional file 1: Figure S10).

### GILZ and other TFs are indirectly inhibited by STAT3 during transformation

There is a class of TFs whose expression is repressed early and/or late during transformation in a STAT3-dependent manner (Figure 3C). Many of these TFs also show increased expression 24 h post ethanol (EtOH) treatment (control non-transformed cells that are becoming confluent) in a STAT3-independent manner (Figure 3C). Such STAT3-dependent transcriptional inhibition is likely to be due to direct binding of STAT3 to the target genes. However, STAT3 is not thought of as a transcriptional repressor. 

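The repressed factors include regulators of epithelial fate. SOX9 marks progenitor cells, TFCP2L1 is a grainyhead-like factor of epithelia, ZBTB16 is a repressor induced by glucocorticoids, and E2F2 drives DNA synthesis. TFCP2L1 fell from 3456 ± 117 to 752 ± 36.7 units at 24 h in siSCM cells and was 2758 ± 115 units in siSTAT3 cells with TAM (mean ± SD, n = 3, 3 and 2). Its log2 TAM effect was -1.09 (SE 0.07, adjusted p = 7.14e-08) at 4 h and -2.20 (SE 0.07, adjusted p = 1.83e-12) at 24 h, and its interaction was 1.78 (SE 0.10, adjusted p = 2.66e-08) at 24 h. SOX9 had an interaction of 1.42 (SE 0.23, adjusted p = 0.00866) at 4 h and 2.58 (SE 0.25, adjusted p = 6.12e-06) at 24 h, where it was 183 ± 5.44 units in siSCM cells with TAM and 1743 ± 329.8 units in siSTAT3 cells. ZBTB16 fell with TAM at 24 h by 1.31 (SE 0.11, adjusted p = 2.83e-07), with an interaction of 1.07 (SE 0.17, adjusted p = 0.000720), and the E2F2 interaction was 0.91 (SE 0.15, adjusted p = 0.00129).
The 17 measured factors that Fig. 3C groups as repressed and dependent on STAT3 were chosen from these samples, so their counts are not independent evidence. At each time 13 of them fell with TAM (13 at 4 h and 14 at 24 h when adjusted over the list alone). The interaction was positive for 3 at 4 h and 7 at 24 h (10 and 7 when adjusted over the list alone). Of the 4 factors grouped as repressed and independent, all fell at 24 h, as when adjusted over the list alone, with NFIB, a factor of the nuclear factor I family, at -0.64 (SE 0.07, adjusted p = 2.70e-06) and LEF1, the partner of β-catenin, at -0.65 (SE 0.13, adjusted p = 0.00209). NFIB was the 1 of these 4 with a called interaction at 24 h, 0.39 (SE 0.10, adjusted p = 0.0349), which does not reach the limits for dependence, and over all its probe sets NFIB lay between dependent and independent. The call of LEF1 is lost when only the arrays of the groups compared are fitted (adjusted p = 0.0897).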

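Between 4 and 24 h of EtOH in siSCM cells, the list of replication genes shifted up and that of NF-κB targets down. In siSCM cells 975 genes changed, 468 up and 507 down, and in siSTAT3 cells 1135, 625 up and 510 down. They share 679 genes, 677 in the same direction. Among the repressed factors of Fig. 3C, ZBTB16 rose by 1.59 (SE 0.11, adjusted p = 1.58e-07) on the log2 scale in siSCM and by 1.40 (SE 0.11, adjusted p = 3.95e-07) in siSTAT3 cells. TRERF1, a regulator of steroid synthesis genes, rose by 1.13 (SE 0.10, adjusted p = 2.81e-06) and 1.60 (SE 0.10, adjusted p = 5.57e-08), and E2F2 by 0.86 (SE 0.10, adjusted p = 3.04e-05) and 1.37 (SE 0.10, adjusted p = 1.90e-07). Of the 17 factors in this group, 7 rose in siSCM cells (9 rose and 2 fell when adjusted over the list alone) and 10 rose and 1 fell in siSTAT3 cells, and the same 7 rose in both. Without siSTAT3 EtOH 24 h replicate 3, 6 rose in siSTAT3 cells. The change over time differed between siSTAT3 and siSCM cells for 0 of the 17 in limma at an adjusted p under 0.05, and for 3 at an unadjusted p under 0.05.
In siSCM cells with EtOH, 11 of 29 genes of cell cycle and DNA replication rose (13 when adjusted over the list alone; camera adjusted p = 5.46e-08). The cytokine gene IL1B fell by 2.07 (SE 0.12, adjusted p = 2.80e-08), and of 30 NF-κB targets 14 fell and 1 rose (15 and 1 when adjusted over the list alone; camera adjusted p = 6.18e-09). Of these targets, 8 fell without siSCM EtOH 4 h replicate 2 and 9 without siSCM EtOH 24 h replicate 2.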

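TSC22D3, which encodes the glucocorticoid-induced leucine zipper protein GILZ, rose between 4 and 24 h of EtOH and fell with TAM in siSCM cells. At 24 h it also fell with TAM in siSTAT3 cells. In siSCM cells it was 596 ± 97.3 units at 4 h and 1970 ± 271 units at 24 h of EtOH (mean ± SD, n = 3), a log2 rise of 1.73 (SE 0.13, adjusted p = 2.94e-07), and in siSTAT3 cells it rose by 2.07 (SE 0.13, adjusted p = 2.85e-08). With TAM at 24 h it was 1034 ± 138 units in siSCM cells, a TAM effect of -0.93 (SE 0.13, adjusted p = 7.29e-05). In siSTAT3 cells at 24 h it was 2799 ± 205 units with EtOH and 1787 ± 82.3 units with TAM (n = 2). The TAM effect there was -0.65 (SE 0.14, adjusted p = 0.0260). Its interaction was 0.38 (SE 0.18, adjusted p = 0.644) at 4 h and 0.28 (SE 0.19, adjusted p = 0.568) at 24 h, and neither was called. Of 16 glucocorticoid-responsive genes, 7 rose and 1 fell from 4 to 24 h of EtOH in siSCM cells, as when adjusted over the list alone (camera adjusted p = 0.00241), while with TAM at 24 h 4 rose and 5 fell (4 and 6 when adjusted over the list alone). One of these genes, KLF9, a factor that slows proliferation, rose with TAM by 2.28 (SE 0.20, adjusted p = 4.28e-07) and had an interaction of -2.41 (SE 0.30, adjusted p = 8.41e-05). The TSC22D3 TAM effect at 4 h, -0.61 (SE 0.13, adjusted p = 0.0142), is lost without siSCM EtOH 4 h replicate 3 (adjusted p = 0.0832) or siSCM TAM 4 h replicate 3 (0.0678).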

GILZ (also known as TSC22D3) is the most dynamically regulated TF of this group, and near its promoter region, an increase in STAT3 occupancy is observed upon TAM treatment compared to an EtOH control (Additional file 1: Figure S11). GILZ is interesting because it inhibits the Ras/Raf signaling pathways, directly interacts with and inhibits NF-κB, and has anti-inflammatory properties [23, 24]. Activated Ras and NF-κB can initiate the inflammatory feedback loop that underlies the epigenetic switch to the transformed state [10]. Thus, it is tempting to speculate that GILZ-mediated inhibition of the inflammatory pathway helps keep cells in the non-transformed state and that STAT3-dependent inhibition of GILZ expression increases inflammation, thereby leading to cellular transformation. Presumably, during the transformation process, STAT3 activates and/or recruits a repressor that directly inhibits GILZ transcription in response to an inflammatory signal. As such, these observations suggest the possibility of a biphasic switch in which the inflammatory molecules (NF-κB, STAT3, Ras/Raf, IL6) are responsible for inhibiting GILZ, whereas GILZ inhibits the inflammatory pathway. Such a biphasic switch could reinforce either the non-transformed or the transformed state at a given point in time.

### STAT3 may cooperate with FOS at target sites during transformation

The bias of differential STAT3 sites towards distal intergenic regions is likely to reflect the presence of a cooperating factor(s). The enrichment of AP-1 motifs within FAIRE regions (Additional file 1: Figure S1) and the identification of FOS (a component of AP-1) as a cancer signature gene linking inflammation with metabolic syndrome in ER-Src and in a fibroblastic cell line [11] suggest the importance of AP-1 factors. 

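FOS and JUN proteins pair to form AP-1, which turns growth factor and stress signals into transcription, and the 7 genes of these families did not move together. FOSL1 rose from 346 ± 37.7 to 864 ± 56.2 units with TAM at 24 h in siSCM cells (mean ± SD, n = 3), a log2 fold change of 1.33 (SE 0.15, adjusted p = 1.23e-05), and its interaction was -0.05 (SE 0.23, adjusted p = 0.964). JUN had a TAM effect of -0.35 (SE 0.19, adjusted p = 0.504) at 4 h and of 1.25 (SE 0.19, adjusted p = 0.000241) at 24 h. Its interaction was -0.24 (SE 0.29, adjusted p = 0.791) at 24 h. Between 4 and 24 h of EtOH, JUN changed by -1.41 (adjusted p = 0.000151) in siSCM cells. With TAM at 24 h it was at -0.15 on the log2 scale relative to siSCM EtOH at 4 h, so its 24 h effect reflects the lower EtOH level. FOSB stayed near the background, at 29.0 ± 25.6 units with EtOH and 37.7 ± 28.7 units with TAM at 24 h. Of the family, 2 genes rose at 4 h (4 rose and 1 fell when adjusted over the list alone), and 5 rose and 1 fell at 24 h, as when adjusted over the list alone. At 24 h FOS and FOSL2 had a negative and JUND a positive interaction, as when adjusted over the list alone. The study names this family for its results on these samples, so the counts are not independent evidence. The JUN call at 24 h is lost when only the arrays of the groups compared are fitted (adjusted p = 0.0627).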

AP-1 is composed of FOS (FOS, FOSL1, FOSL2, FOSB) and JUN family (JUN, JUNB, JUND) members, some of which are significantly differentially expressed during transformation (Figures 3C and 5A). 

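FOS, an immediate early gene whose protein binds DNA with a JUN partner, responded to TAM in siSCM cells and not detectably in siSTAT3 cells. Its signal rose from 922 ± 71.4 to 2120 ± 19.3 units at 4 h and from 1061 ± 9.31 to 4371 ± 59.5 units at 24 h (mean ± SD, n = 3), a 2.30-fold rise (adjusted p = 5.37e-06) and a log2 fold change of 2.04 (SE 0.11, adjusted p = 1.12e-09). In siSTAT3 cells it was 434 ± 40.9 and 452 ± 50.4 units at 4 h and 543 ± 48.6 and 514 ± 104 units at 24 h (n = 3, and n = 2 with TAM at 24 h). The FOS interaction was -1.14 (SE 0.16, adjusted p = 0.00170) at 4 h and -2.13 (SE 0.17, adjusted p = 6.13e-07) at 24 h. With EtOH at 4 h, siSTAT3 lowered FOS by 1.09 (SE 0.11, adjusted p = 1.87e-05), so part of its basal level also went with STAT3, a call that is lost when only the arrays of the groups compared are fitted (adjusted p = 0.0807).

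**Figure D3:**
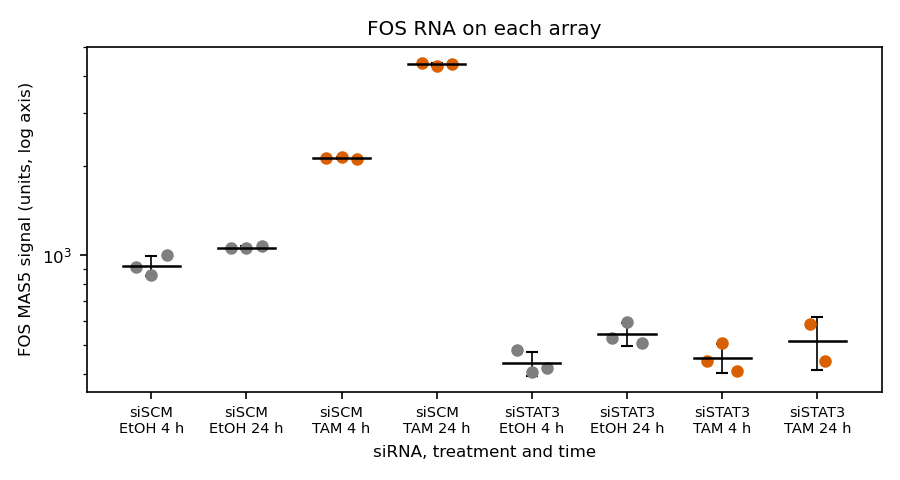
FOS MAS5 signal in units on a log axis for each of the 23 arrays, by siRNA, treatment and time, with TAM arrays in orange. Lines are group means and bars SD, and the mean at 24 h of TAM is 4371 units in siSCM and 514 units in siSTAT3 cells.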

FOS itself is one of the most differentially expressed STAT3-dependent TFs during transformation, and STAT3 sites are present in the FOS-proximal promoter region (not shown). In addition, in a STAT3-dependent manner, FOSL2 and JUNB are activated during transformation, whereas JUND is repressed (Figure 5A and Additional file 1: Figure S12).These observations prompted us to explore FOS binding genome-wide during transformation. 

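FOSL2 encodes the FOS relative FRA2, JUNB a partner often linked to differentiation and JUND the most evenly expressed JUN protein. FOSL2 rose from 1890 ± 102 to 4542 ± 411 units with TAM at 24 h in siSCM cells (mean ± SD, n = 3), a log2 fold change of 1.26 (SE 0.09, adjusted p = 4.43e-08), with an interaction of -0.95 (SE 0.14, adjusted p = 0.000378). JUND fell from 2334 ± 63.4 to 1397 ± 56.8 units, a log2 fold change of -0.74 (SE 0.10, adjusted p = 3.56e-05), and was 3788 ± 151 units in siSTAT3 cells with TAM (n = 2), an interaction of 1.10 (SE 0.14, adjusted p = 0.000134). JUNB rose at 24 h by 1.14 (SE 0.27, adjusted p = 0.00820), and its interactions of -0.80 (SE 0.38, adjusted p = 0.637) at 4 h and -0.70 (SE 0.40, adjusted p = 0.474) at 24 h were not called. With TAM at 24 h, JUNB was lower in siSTAT3 than in siSCM cells, by a log2 difference of -1.47 (SE 0.30, adjusted p = 0.00269). The JUNB rise at 24 h is lost when only the arrays of the groups compared are fitted (adjusted p = 0.164).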

FOS appears to be less dependent on its canonical motif for binding than STAT3 or NF-κB but shows an equally marked preference for open chromatin (FAIRE regions) (Figure 5B). Importantly, the increase in STAT3 occupancy across the genome during transformation is closely associated with FOS binding (Figure 5C, D). Of all STAT3 sites, 82% directly overlap a FOS site, with a higher overlap within FAIRE sites (95%), which persists throughout transformation. Nearly all (88%) differential STAT3 sites are directly associated with a FOS site (Figure 5D), with only 25% associating with a differential FOS site. The regulatory regions bound by FOS at genes differentially regulated during transformation highlight its importance to many STAT3-regulated processes such as G protein-coupled receptor signaling, NF-κB signaling, cellular movement, and cell death (not shown). These observations suggest that FOS may cooperate with STAT3 in many key processes of transformation.

**Figure 5:**
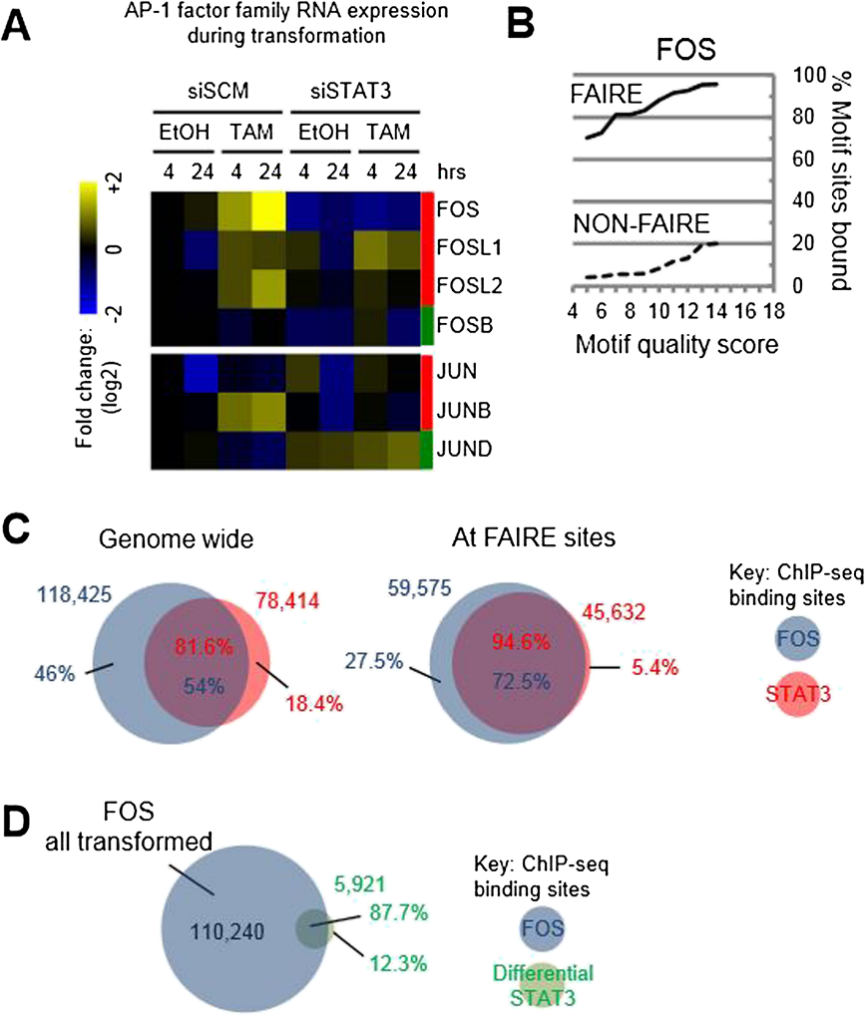
**Cooperation of STAT3 and FOS sites during transformation. (A)** AP-1 factors during transformation and their transcriptional dependence on STAT3. Shown are the normalized RNA expression microarray levels at 4 and 24 h post EtOH or TAM treatment in samples transfected with siSCM (scrambled control) or siSTAT3. **(B)** Occupancy of FOS DNA binding site motifs, as a function of increasing motif quality score, within FAIRE-seq regions and in non-FAIRE regions. **(C)** All FOS and STAT3 sites from each time point that directly overlap or overlap only at FAIRE sites. **(D)** Transformation-dependent differential STAT3 sites directly overlapping all FOS sites from 4, 12, and 24 h post induction.

### Additional molecular connections in the transcriptional regulatory circuit that underlies the epigenetic switch

The current view of the transcriptional circuit that mediates an epigenetic switch to the transformed state (Figure 6A, B) is that NF-κB is activated rapidly upon induction, whereupon it directly and indirectly (via Lin28B and Let-7 miRNA) upregulates IL6 expression leading to STAT3 activation [10]. STAT3 is also part of this switch, by directly activating transcription of miR-21 and miR-181b, which activate NF-κB via inhibiting the tumor suppressor genes PTEN and CYLD [14]. Interestingly, we show that NFKB1 (which encodes the p105/p50 subunit of NF-κB) is also a direct transcriptional target of STAT3. 

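NFKB1 encodes p105, the precursor of the NF-κB subunit p50. In siSCM cells its signal was 1331 ± 98.1 units with EtOH and 2024 ± 207 units with TAM at 4 h (mean ± SD, n = 3), a log2 fold change of 0.60 (SE 0.11, adjusted p = 0.00627), and 1331 ± 143 units with TAM at 24 h, with 0.22 (SE 0.11, adjusted p = 0.291). In siSTAT3 cells it was 938 ± 41.8 and 1398 ± 157 units at 4 h, a TAM effect of 0.57 (SE 0.11, adjusted p = 0.0295). The TAM effects at 4 h did not differ detectably, with an interaction of -0.03 (SE 0.16, adjusted p = 0.985), and siSTAT3 lowered the NFKB1 level itself, by 0.54 (SE 0.11, adjusted p = 0.00667) with TAM at 4 h. With EtOH at 4 h the difference was -0.50 (SE 0.11, adjusted p = 0.0201). Fig. 3C groups NFKB1 with 6 other measured factors of the early phase, chosen from these samples and not independent evidence, of which SRF, the serum response factor, IRF1, an interferon regulator, and ETV6 also rose at 4 h (all 7 rose when adjusted over the list alone). The 4 h TAM call of NFKB1 is lost when only the arrays of the groups compared are fitted (adjusted p = 0.240), and its EtOH difference without siSCM EtOH 4 h replicate 1 (0.0688) or 3 (0.0889) or siSTAT3 EtOH 4 h replicate 2 (0.0586) or 3 (0.0810).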

Its RNA levels increase early during transformation in a STAT3-dependent manner (Figure 3C), and differential STAT3 binding sites are found within an intron of NFKB1 and just downstream of the gene, with additional non-differential sites located upstream (not shown). In addition, we show that IL6 not only stimulates STAT3 function but is a direct STAT3 target gene, as STAT3 occupies its promoter and transcriptional induction is STAT3 dependent (not shown, Additional file 1: Figure S5). Hence, there is additional complexity to the inflammatory feedback loop that involves STAT3 transcriptionally upregulating NF-κB and IL6, both of which activate STAT3. This aspect of the epigenetic switch is probably more relevant during the later stages of transformation because it is dependent on new protein production. It is unclear whether an increase in *STAT3* mRNA is important for transformation, but it is likely to contribute to the transformed state and the maintenance of STAT3 protein levels.

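IL6, the cytokine whose receptor activates STAT3, rose early and was back at the EtOH level at 24 h. In siSCM cells its signal was 400.0 ± 64.5 units with EtOH and 2672 ± 801 units with TAM at 4 h (mean ± SD, n = 3), a log2 fold change of 2.70 (SE 0.27, adjusted p = 1.35e-05), and 187 ± 9.71 and 188 ± 14.6 units at 24 h, a log2 fold change of 0.00 (SE 0.27, adjusted p = 0.998). In siSTAT3 cells it was 183 ± 6.42 units with EtOH and 389.6 ± 79.9 units with TAM at 4 h, a TAM effect of 1.07 (SE 0.27, adjusted p = 0.110) that was not called. With TAM at 4 h, IL6 was lower in siSTAT3 than in siSCM cells by a log2 difference of -2.75 (SE 0.27, adjusted p = 3.99e-06). The difference between the TAM effects, an interaction of -1.64 (SE 0.38, adjusted p = 0.0970), did not pass the adjusted test. It passes with 16 added to every signal (adjusted p = 0.0359) or without siSCM TAM 4 h replicate 1 (0.0366), and the 4 h TAM call is lost when only the arrays of the groups compared are fitted (0.0644).

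**Figure D4:**
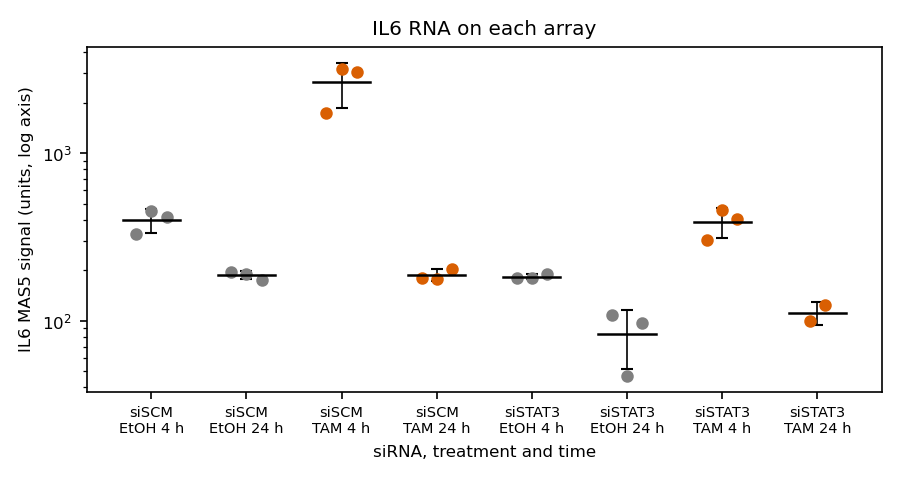
IL6 MAS5 signal in units on a log axis for each of the 23 arrays, by siRNA, treatment and time, with TAM arrays in orange. Lines are group means and bars SD, and the siSCM mean with TAM at 4 h is 2672 units.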

**Figure 6:**
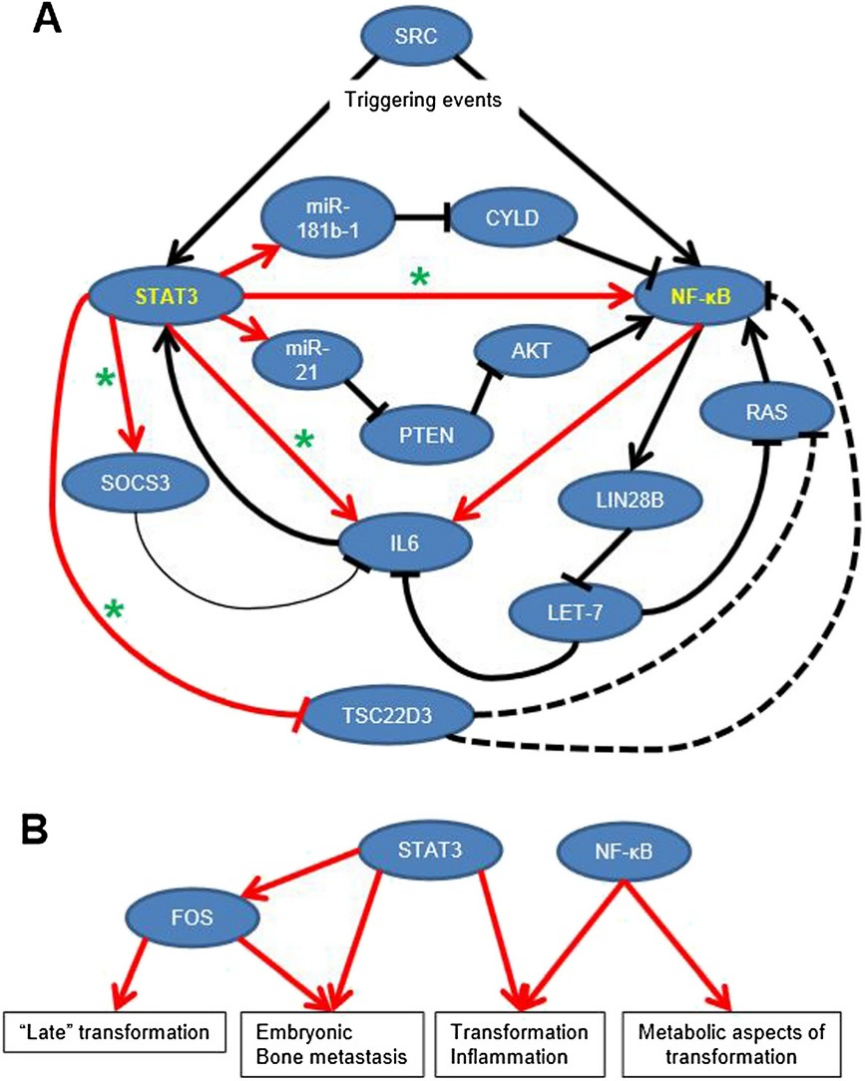
**A refined model for an epigenetic switch that initiates and maintains transformation. (A)** Model of the epigenetic switch and its positive feedback loops that mediate transformation. Dashed lines indicate predicted interactions based on literature findings. Red lines indicate direct transcriptional regulation. Black lines ending in an arrow or perpendicular slash indicate known positive and inhibitory interactions, respectively, within MCF10-ER-Src based on previous experimental findings and this work. A thin line indicates weak activity. A green star represents interactions based on data presented in this work. **(B)** The major phenotypic effects and processes mediated by STAT3, NF-κB, and FOS.

## Conclusions

Gene expression changes caused by induction of the Src oncoprotein during the transition from a non-transformed to a transformed breast cell line, whether driven by pre-existing or induced transcription factors, occur largely through pre-existing nucleosome-depleted regions. Motifs overrepresented in FAIRE sites near genes that change during transformation are also overrepresented in chromatin regions that were accessible prior to transformation. During the transformation process, STAT3 and NF-κB appear to drive alternate and cooperative pathways, GILZ and other TFs are indirectly inhibited by STAT3, STAT3 appears to cooperate with FOS at target sites, and NFKB1 (which encodes the p105/p50 subunit of NF-κB) is a direct transcriptional target of STAT3. These additional complexities to the inflammatory feedback loop are likely to contribute to the epigenetic switch.

## Methods

### Tissue culture

MCF10A-ER-Src cells were grown and ChIP DNA was isolated as per standard ENCODE protocols. A detailed protocol is available at http://genome.ucsc.edu/ENCODE/. Cultures were grown to 70% confluency; then treated with either EtOH or TAM for 4, 12, 24, or 36 h, as detailed in [11]; and harvested for DNA, protein, or RNA as detailed below.

### FAIRE-seq

Cells were grown as above and a full detailed FAIRE-seq protocol is available at http://genome.ucsc.edu/ENCODE/ and [17]. Briefly, cells were fixed by adding 37% formaldehyde directly to growth media to a final concentration of 1% and incubated at room temperature on an orbital shaker at 80 rpm for 5 min. Crosslinking was quenched by adding 2.5 M glycine to a final concentration of 125 mM and incubated for 5 min at room temperature while continuing to shake. Media containing formaldehyde was removed and ice-cold PBS was added to cover the cell layer. Cells were scraped from the plate and washed two more times with ice-cold PBS to ensure all residual media was removed.

Cells were resuspended in 1 ml of lysis buffer (2% Triton X-100, 1% SDS, 100 mM NaCl, 10 mM Tris-Cl, pH 8.0, 1 mM EDTA) per 10^7^ cells and transferred to a 2-ml screw-capped tube with rubber seal containing 1 ml of 500 μM glass beads. Cells were disrupted using a mini bead-beater (Mini-BeadBeater-8, BioSpec Inc.) set to homogenize for five 1-min sessions with 2-min incubations on ice between sessions. Lysate was transferred to 1.5-ml tubes in 300-μl aliquots and sonicated for 15 min using a Bioruptor UCD-200 (Diagenode) set to pulse on high for 30 s followed by 30 s of rest in a 4°C water bath. Cellular debris was cleared from the lysate by spinning at 15,000 × *g* for 5 min at 4°C.

An equal volume of phenol/chloroform (Sigma #P3803 phenol, chloroform, and isoamyl alcohol (25:24:1) saturated with 10 mM Tris, pH 8.0, 1 mM EDTA) was added to the lysate, vortexed, and spun at 12,000 × *g* for 5 min, and the aqueous fraction was transferred to a fresh 1.5-ml tube. An additional phenol/chloroform extraction was performed by adding an equal volume of phenol/chloroform to the isolated aqueous fraction. Finally, an equal volume of chloroform (Fluka BioChemika 25666, chloroform and isoamyl alcohol (24:1)) was added to the aqueous fraction and spun at 12,000 × *g* for 5 min.

DNA recovered in aqueous phase was precipitated by adding 3 M sodium acetate (pH 5.2) to a final concentration of 0.3 M and adding 1 μl of 20 mg/ml glycogen, which were mixed by inverting. Two volumes of 95% ethanol were added, mixed by inverting, and incubated at −20°C overnight. DNA was precipitated by spinning at 15,000 × *g* for 30 min at 4°C, and the DNA pellet was washed with 500 μl ice-cold 70% ethanol. Upon removing the supernatant, the pellet was dried in a speed-vac. The FAIRE DNA was resuspended in 50 μl of 10 mM Tris-HCl, pH 7.5, and incubated with 1 μl of 10 mg/ml RNase A for 1 h at 37°C. The FAIRE DNA was cleaned up by performing an additional phenol/chloroform reaction and ethanol precipitation (as described above).

Libraries were prepared using 100 ng of FAIRE DNA. The ends of the DNA fragments were made blunt using the End-It™ DNA End-Repair Kit (Epicentre #ER0720), an A-overhang was added using Klenow exo- (Epicentre #KL06041K), and double-stranded adapters containing a T-overhang (Illumina #1000521) were ligated to the DNA fragments using T4 DNA ligase (NEB #M0202S). Libraries were then amplified using PfuUltra II (Stratagene #600670) and primers complimentary to the adapters (Illumina #1000537 and 1000538). Amplified products were loaded into a 2% agarose gel using sample loading buffer (50 mM Tris, pH 8.0, 40 mM EDTA, 40% *w*/*v* sucrose) and run at 120 V for 1 h. The brightest portion of the smear was excised (150–200 bp), and DNA was recovered using the Qiagen Gel Extraction Kit (#28704). FAIRE DNA libraries were sequenced using the Illumina GAII system to generate 36-bp single-end reads.

### Analysis of FAIRE-seq data

The raw reads for each FAIRE-seq sample (three replicates at each time point) were aligned to the UCSC hg19 build of the human genome using *Bowtie*[25]. Each aligned position was allowed to occur up to four times throughout the genome, where one was selected at random for each of those positions that were not unique. The set of enriched regions were then identified by *ZINBA*[26], using 300-bp windows with 75-bp offsets [see Additional files 2 and 3]. The background and enriched components were modeled using G/C content and an interaction term between mapability and local background estimate. No peak refinement was included in this analysis. Overlap between datasets and with genomic features were carried out using *BEDTools*[27]. Data has been submitted to the NCBI SRA database under project PRJNA270300.

The union set of FAIRE sites enriched throughout the time course were combined and analyzed to identify sites with either an increase or a decrease of FAIRE signal. The occurrence of each active regulatory element was evaluated to determine the extent to which it differed with respect to the other time points, either present at one time point and absent at the others or vice versa. The count of reads aligning to each region identified in the union set was recorded for each time point and normalized by the total number of sequencing reads for that sample. Here, the mean normalized values for the replicates for each time point were compared to the mean values of the replicates for the remaining time points and divided by the sum of standard deviations. To estimate the differences expected by chance, the individual replicates were randomly permuted and the scores were calculated as above. Those FAIRE sites whose scores exceeded the scores calculated at random (0.05) were called as differential. Thus, a small fraction of called differential sites are likely to be false positives.

### Motif analysis of FAIRE sites

Motif enrichment for the set of sequences within all FAIRE sites discovered throughout the time course and those identified as differential was performed using *HOMER*[28]. For all FAIRE sites, motif enrichment was calculated using the sequence at ±5 kb flanking each FAIRE site while the differential FAIRE sites were compared to the set of static FAIRE sites.

Motif enrichment for differentially expressed genes was calculated by identifying the set of FAIRE sites within ±500 kb of the genes in each group. The sequence within these sites was compared to the set of FAIRE sites identified from nearby randomly selected gene groups using HOMER (*P* < 0.005). These randomly selected gene groups contained the same number of genes.

### ChIP-seq and peak calling

ChIP DNA (two biological replicates) was prepared as above (a detailed protocol is available at http://genome.ucsc.edu/ENCODE/) and was immunoprecipitated with anti-phospho-STAT3 antibody (Cell Signaling, 9131) and anti-FOS antibody (Santa Cruz, SC-7202x), or input DNA (three biological replicates) were end repaired with calf intestinal alkaline phosphatase (New England Biolabs, USA) and sent for sequencing to the Stanford Center for Genomics and Personalized Medicine. ChIPs for anti-NF-κB (p65, SC-109) anti-E2F4 (SC-866x), and anti-MYC (SC-764) were prepared as above but using one biological replicate. Library preparation and Illumina (USA) sequencing were carried out as per Illumina protocols, and a detailed protocol is available at http://genome.ucsc.edu/ENCODE/. Sequence reads (32 nucleotides) were mapped to the *Homo sapiens* genome (hg19) using *Bowtie*[25], allowing ≤2 mismatches per read, and reads with >10 reportable alignments were discarded. Binding sites were called using *MACS* v1.4 [29] at a *P* value threshold of 10^−9^, “auto” redundant read setting, using input to control for local genomic biases. *PeakSplitter*[30] was used to split *MACS* called peaks into subpeaks of local maxima using default settings. STAT3 subpeaks were called as differential if they did not overlap a STAT3-bound subpeak in the non-transformed control population (peaks called at 10^−9^*P* value) and had a fold change greater than the mean + 1× standard deviation of all peaks within the population. Fold change in STAT3 ChIP-seq signal was calculated as read counts per region per million mapped reads divided by the corresponding control ChIP signal of that region. A smoothing value of 10 was added to the read count of each region in the transformed and control samples. Data has been submitted to the NCBI SRA database under project PRJNA270300 [see Additional files 4, 5, 6, 7, 8, 9, 10, 11, 12, and 13].

### Annotation of STAT3 sites to RefSeq TSSs

STAT3 peak summits, defined as the local maxima of read counts within a peak, were mapped to the nearest RefSeq TSS, incorporating strandedness, using an in-house script. Histograms were plotted using the *R* package *ggplot2* using 500-bp bins within a region of ±10 kbp about the TSS centered at 0 bp. The frequency of sites is represented as the Gaussian smoothed kernel density estimate with a bandwidth of the standard deviation of the smoothing kernel, calculated using the density function in *R*. The percentage of STAT3 peaks in the proximal upstream region of RefSeq TSSs and located in distal intergenic regions (defined as not within the following RefSeq genic features: −10 kbp upstream of a TSS, +10 kbp downstream of a transcriptional termination site (TTS), intronic, exonic, 5′ UTR or 3′ UTR) was calculated and compared to the percentage of the genome within each category. Significance was calculated using the single-sided binomial test as implemented in the *binom* function in *R*.

### Motif discovery

The top 10,000 (as ranked by *P* value) STAT3 or FOS ChIP-seq subpeak summit locations were determined and the sequence ±50 bp was extracted and repeat masked. A 5-order Markov model was used as the background set and was extracted from the repeat-masked, non-redundant set of FAIRE-seq *cis*-regulatory elements. Parallel *MEME* was run with the following settings: zoops, revcomp, minw = (4–26), and maxw = (6–30). For STAT3 and FOS, the top motif corresponded to the respective known canonical motif. The motif position-specific frequency matrices derived from *MEME* were used as input to *FIMO*[31], and motifs were discovered genome wide at a significance *P* value threshold of 10^–4^.

### Annotation of ChIP-seq and FAIRE-seq regions to gene features and GO analysis (*GREAT*/*IPA*)

Genomic locations of subpeak summits were submitted to the annotation tool *GREAT*[32] using the following parameters: whole genome background set, basal plus extension, proximal upstream = 5 kbp, proximal downstream = 1 kbp, distal = 1 mbp; or whole genome background set, basal, proximal upstream = 5 kbp, proximal downstream = 1 kbp. Therefore, the putative transcriptional regulatory domain of a gene was defined as follows: “Each gene is assigned a basal regulatory domain of a minimum (proximal) distance upstream and downstream of the TSS (regardless of other nearby genes). The gene regulatory domain is extended in both directions to the nearest gene’s basal domain but no more than the (distal) maximum extension (1 Mbp) in one direction.” For *IPA* (Ingenuity Pathway Analysis, Ingenuity Systems, USA; http://www.ingenuity.com), gene probe IDs, with the corresponding log_2_ fold change, were uploaded into and analyzed by *IPA* (build: 140500, content version: 12710793) using default settings. Molecular signaling pathways were visualized using *IPA* where a gray-shaded node represented a subpeak binding site located within the putative regulatory region, as defined by *GREAT*, of that gene/molecule. The biological relationship between two molecules is represented as a line and is based on professionally curated literature findings. The relationships can be direct or indirect.

### siRNA transfections

MCF10A-ER-Src cells were reverse transfected with Dharmacon siRNAs (Thermo Scientific, USA) according to the manufacturer’s protocol. Briefly, cells were seeded in six-well plates containing 25 nM ON-TARGETplus SMARTpool STAT3 or ON-TARGETplus Non-targeting Pool and after 48 h of growth were treated with EtOH or tamoxifen (1 μM) for 4 or 24 h as per [11]. For Western blots, cells were lysed after 72 h (24 h post EtOH/TAM treatment). For expression profiling, RNA was harvested after 4 or 24 h post treatment.

### Gene expression microarrays

RNA (from three biological replicates) was prepared for arrays using the 3′ IVT Express Kit (Affymetrix, USA) as per manufacturer protocol—100 ng RNA and 15 amplification cycles. Amplified RNA was given to the Boston Children’s Hospital microarray core facility for hybridization to GeneChip Human Genome U133 plus 2.0 gene expression arrays (Affymetrix, USA) for hybridization and imaging as per manufacturer protocols. Data has been submitted to the NCBI GEO database under accession GSE64536.

### Western blots

Membranes were probed using mouse-derived anti-phospho-STAT3 antibody from Cell Signaling Technologies, USA, and anti-β-actin from Sigma, USA. Bands were detected with IRDye 800-labeled goat anti-mouse IgG (LI-COR Biosciences, USA) and imaged using an Odyssey infrared imaging system (LI-COR Biosciences, USA).

### Determination of differential gene expression

Gene expression arrays were background corrected and normalized and probe set expression values determined by the mas5 algorithm [see Additional files 14, 15, 16, 17, and 18]. Probe sets were annotated to RefSeq gene IDs using *GREAT*[32] or *DAVID*[33]. Genes determined to be transformation regulated/differential were derived from siSCM-treated samples comparing EtOH to TAM treatments with a *P* value <10^−4^ and with an absolute log_2_ fold change >0.5. Those genes determined to be STAT3 and transformation regulated were determined by comparing EtOH to TAM samples under both siSCM and siSTAT3 conditions. Genes were selected as STAT3 independent if their differential expression was statistically insignificant upon siSTAT3 and had an absolute log_2_ fold change of <0.5 upon siSTAT3. The number of STAT3-dependent and STAT3-independent genes does not equal the total number of genes considered differential by transformation as many genes could not be unambiguously defined as “dependent” or “independent”.

### Differentially regulated TFs

All probe set IDs that were differentially regulated during transformation (see above) were submitted to *DAVID*, and probe sets annotated to the term “transcription factor activity” (GO:0003700) were selected. Normalized expression values for each gene are expressed as log_2_ fold change over siSCM 4-h EtOH-treated samples. Hierarchical clustering of the resultant expression matrix was carried out using the Pearson correlation and average linkage using the software package *TMEV*[34].

### Annotation of STAT3 sites to differentially expressed genes

Differentially expressed genes were defined as above. Non-redundant probe sets were used, discarding the probe set with the highest *P* value. “Promoter” regions are defined as −2,500 to +500 bp from RefSeq TSS. “Upstream/downstream” regions are defined as ±50 kbp from the RefSeq TSS, excluding the promoter region. The number of transformation-specific differential STAT3 ChIP-seq peaks were counted within these regions, normalized to peaks per 1 kbp, and plotted using a 1,000 gene rolling mean.

## Electronic supplementary material

Additional file 1: **Supplementary Figures S1 to S12.** Supplementary supporting evidence. For a description of each figure, see its associated legend.

Additional file 2: **All FAIRE sites.** Genomic locations of all FAIRE-seq sites discovered in transformed and non-transformed MCF10A-ER-Src cells.

Additional file 3: **Differential FAIRE sites.** Genomic locations of all FAIRE sites discovered in MCF10A-ER-Src cells that were determined to be differential during the time course of transformation.

Additional file 4: **MCF10A-ER-Src STAT3 ChIP-Seq 4-h TAM.** Genomic locations of all STAT3 genomic binding sites, at a significance *P* value ≤1e − 09, discovered by ChIP-Seq in MCF10A-ER-Src cells treated with tamoxifen for 4 h.

Additional file 5: **MCF10A-ER-Src STAT3 ChIP-Seq 12-h TAM.** Genomic locations of all STAT3 genomic binding sites, at a significance *P* value ≤1e − 09, discovered by ChIP-Seq in MCF10A-ER-Src cells treated with tamoxifen for 12 h.

Additional file 6: **MCF10A-ER-Src STAT3 ChIP-Seq 36-h TAM.** Genomic locations of all STAT3 genomic binding sites, at a significance *P* value ≤1e − 09, discovered by ChIP-Seq in MCF10A-ER-Src cells treated with tamoxifen for 36 h.

Additional file 7: **ER-Src STAT3 peaks differential.** Genomic locations of all STAT3 genomic binding sites determined to be differential during the time course of tamoxifen treatment.

Additional file 8: **MCF10A-ER-Src STAT3 ChIP-Seq EtOH.** Genomic locations of all STAT3 genomic binding sites, at a significance *P* value ≤1e − 09, discovered by ChIP-Seq in MCF10A-ER-Src cells treated with EtOH.

Additional file 9: **MCF10A-ER-Src FOS ChIP-Seq 4-h TAM.** Genomic locations of all FOS genomic binding sites, at a significance *P* value ≤1e − 09, discovered by ChIP-Seq in MCF10A-ER-Src cells treated with tamoxifen for 4 h.

Additional file 10: **MCF10A-ER-Src FOS ChIP-Seq 12-h TAM.** Genomic locations of all FOS genomic binding sites, at a significance *P* value ≤1e − 09, discovered by ChIP-Seq in MCF10A-ER-Src cells treated with tamoxifen for 12 h.

Additional file 11: **MCF10A-ER-Src FOS ChIP-Seq 36-h TAM.** Genomic locations of all FOS genomic binding sites, at a significance *P* value ≤1e − 09, discovered by ChIP-Seq in MCF10A-ER-Src cells treated with tamoxifen for 36 h.

Additional file 12: **ER-Src FOS peaks differential.** Genomic locations of all FOS genomic binding sites determined to be differential during the time course of tamoxifen treatment.

Additional file 13: **MCF10A-ER-Src FOS ChIP-Seq EtOH.** Genomic locations of all FOS genomic binding sites, at a significance *P* value ≤1e − 09, discovered by ChIP-Seq in MCF10A-ER-Src cells treated with EtOH.

Additional file 14: **Differential gene expression at 4-h TAM.** Genes determined to be differentially regulated between MCF10A-ER-Src cells treated with ethanol or tamoxifen for 4 h and with a control scrambled siRNA.

Additional file 15: **Differential gene expression at 24-h TAM.** Genes determined to be differentially regulated between MCF10A-ER-Src cells treated with ethanol or tamoxifen for 24 h and with a control scrambled siRNA.

Additional file 16: **STAT3-dependent differential gene expression at 4 h.** Genes determined to be differentially regulated between MCF10A-ER-Src cells treated with ethanol or tamoxifen for 4 h and with a STAT3-specific siRNA.

Additional file 17: **STAT3-dependent differential gene expression at 24 h.** Genes determined to be differentially regulated between MCF10A-ER-Src cells treated with ethanol or tamoxifen for 24 h and with a STAT3-specific siRNA.

Additional file 18: **RNA expression values.** Raw RNA MAS5 expression values for MCF10A-ER-Src cells treated with tamoxifen or ethanol, and control siNEG (siSCM) or siSTAT3 at various time points.

## Abbreviations

ChIP: Chromatin immunoprecipitation
EtOH: Ethanol
FAIRE: Formaldehyde-assisted isolation of regulatory elements
GO: Gene ontology
STAT3: Signal transducer and activator of transcription 3 protein
TAM: Tamoxifen
TF: Transcription factor
TSS: Transcriptional start site.

How the deposited data were processed for this re-analysis (not part of the article)

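The RNA analyses use 23 expression arrays of MCF-10A-ER-Src cells transfected with a non-targeting siRNA pool (siSCM) or an siRNA pool against STAT3 (siSTAT3), and treated with ethanol (EtOH) or tamoxifen (TAM) for 4 or 24 h. Each of the 8 groups has 3 arrays, except siSTAT3 cells with TAM at 24 h, where 2 arrays were available and a 3rd was not analysed here. Conditions were taken from the sample labels of the series. The sequencing data for STAT3 and FOS binding and for open chromatin were not reanalysed, so the passages concern RNA alone.

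The authors hybridized the RNA to Affymetrix Human Genome U133 Plus 2.0 arrays and deposited intensity values, 1 per probe set and array, which they had background corrected, scaled and summarised with the MAS5 algorithm, as their methods and the series labels state. The values are on a linear scale, all are above 0, and the text calls them signal units. The target value of the scaling is not stated. Median signal per array ranged from 73.5 to 85.3 units and 44.6% to 46.9% of probe sets were above 100 units. The ratio of 3' to 5' signal ranged from 1.21 to 1.44 for ACTB and from 0.910 to 1.03 for GAPDH. For ACTB it was 1.21 on both siSTAT3 TAM 24 h arrays and on siSTAT3 TAM 4 h replicate 1, and siSTAT3 TAM 24 h replicate 3 had the highest signals of the bioC, bioD and cre controls (3056, 13824 and 38072 units). Within groups, 2 arrays differed by a mean absolute log2 value of 0.157 to 0.228 over the 24557 probe sets above the low-signal limit given below, which is the precision a single array gives.

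Signals were log2 transformed with nothing added. A linear model with 1 mean per group was fitted to all 23 arrays with limma (version 3.58.1 in R 4.3.3), and moderated t tests with 15 residual and 1.27 prior degrees of freedom gave p-values. Adjusted p stands for the Benjamini-Hochberg adjustment over all 54675 probe sets of 1 comparison. A gene counts as regulated when any of its probe sets passes p under 1e-04 and an absolute log2 fold change above 0.5, the thresholds of the authors' supplementary tables; the passing probe sets number 574 and 2298 for TAM at 4 and 24 h and 163 and 996 for the interactions. A single gene is said to rise, fall or differ when its representative probe set passes an adjusted p of 0.05. The interaction is the TAM effect in siSTAT3 cells minus that in siSCM cells. A regulated gene is STAT3 dependent when a passing probe set also passes the interaction in the direction opposite to its TAM effect. It is independent when none of its passing probe sets has an interaction with p under 1e-04 or an absolute log2 of 0.5 or more. Otherwise it is uncertain. Error terms are standard errors (SE) of log2 values, and ± gives the standard deviation (SD) of signals. Replicate numbers were not used as pairs in the main fit. Over 77 pairs of arrays with the same number the median correlation of deviations from the group mean was 0.0375, against -0.0238 for other numbers, 18 pairs exceeded 0.1, and 17 of 23 arrays were closer to arrays of their own number. A weak structure by replicate number is therefore not excluded, and a replicate block was fitted as an alternative.

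Probe sets were assigned to genes through the platform annotation of the series: 41097 carry 1 gene symbol, 1801 carry several and 11777 carry none, and the last 2 kinds were not used for gene counts. The 19775 genes are represented by their probe set with the highest mean log2 signal. The symbols of 54 probe sets were kept although the reference gene table lacks them. Some listed genes are not reported here.

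Named genes follow a rule: the genes the paper's text names for RNA and the AP-1 family, the transcription factors of Fig. 3C, per comparison the 10 largest rises and the 10 largest falls among regulated genes with a representative probe set that passes, a group mean of at least 100 units and arrays that do not overlap, and per gene list the 4 members with the largest change. There are 33 gene lists: STAT3 targets and acute-phase genes, NF-κB targets, cytokines and chemokines, matrix proteases, epithelial junctions, mesenchymal genes, cell cycle, ERK feedback, endoplasmic reticulum stress, STAT family, AP-1 family, glycolysis, tricarboxylic acid cycle, cholesterol synthesis, fatty acid synthesis, NRF2 targets, glucocorticoid-responsive genes, interferon-stimulated genes, p53 targets, estrogen receptor targets, epidermal differentiation, circadian clock, markers of basal, luminal, fibroblast, immune and endothelial cells, the 5 groups of factors of Fig. 3C and the genes named in the text. They were written from general knowledge or taken from the paper, and the authors' values in Additional files 14 to 18 and Figs. 3C and 5A had been seen before the lists, the rule, the comparisons and the alternatives were written. The model and its comparisons were matched to the authors' tables on the probe sets of Additional file 18 that were held, which are signals of these same arrays; RASD1, IL33, ADAMTS9, SERPINA1, PTGS2 and SOCS3 are among the genes seen. Lists were tested with camera in limma with an inter-gene correlation of 0.01, and the 429 tests of 33 lists in 13 comparisons were adjusted together. With the correlation estimated from the data, the printed camera calls hold for most lists, but not for the tricarboxylic acid cycle with TAM at 24 h (adjusted p = 0.153) or for the interactions at 24 h of the NF-κB targets (adjusted p = 0.412) and the luminal markers (adjusted p = 0.266). Counts of list members use the adjustment over all probe sets, and counts adjusted over the list alone stand beside them.

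The procedure was tested on simulated data with 50 changed probe sets per fold size among 54675. For TAM at 4 h it recovered 12, 23, 30 and 34 of 50 at folds of 1.5, 2, 4 and 8, and for TAM at 24 h 12, 23, 35 and 33. For the interaction at 4 h it recovered 3, 10, 18 and 27, and at 24 h 2, 11, 23 and 30. For siSTAT3 in EtOH at 4 h it recovered 14, 24, 31 and 33, and for 24 against 4 h of EtOH 8, 18, 30 and 39. There were 4 to 11 false calls per comparison. Of 100 simulated dependent probe sets 66 were called dependent. That share holds for the size of effect simulated and is not a general sensitivity. Recovery of the 24 h interaction went from 2 of 50 at a fold of 1.5 to 30 of 50 at a fold of 8.

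Alternatives were 16 units added to every signal, only probe sets with at least 100 units in 2 or more arrays, quantile normalization, a prior with trend and robust estimation, a replicate block, array weights, only the arrays of the groups compared, the representative probe set only, adjusted p under 0.05 as the threshold, other definitions of dependence, list tests with estimated correlation or any probe set of a gene, and leaving out each array in turn. Tables were prepared with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9. The 62 control probe sets of the array stayed in the adjustment and in no gene count.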

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

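The tests of the response that siSTAT3 opposed in EtOH cells, and the tests of the interferon genes without TAM and against genes of the same signal, were chosen only after the result was seen. The comparisons, thresholds and alternative settings were fixed before the deposited array file was opened, but after the authors' tables and part of the same signals in Additional file 18 had been seen.

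The TAM response changed between the 2 time points, which was noted because the difference itself was tested. In siSCM cells, 618 genes had a TAM effect at 24 h that differed from that at 4 h. The interaction differed between times for 196 genes. IL6, a cytokine that activates STAT3 through its receptor, had a TAM effect lower by a log2 difference of -2.70 (SE 0.38, adjusted p = 0.000381) at 24 h than at 4 h. JUN had a difference of 1.61 (SE 0.27, adjusted p = 0.00200) and ATF3 of 1.43 (SE 0.16, adjusted p = 4.00e-05). Between 4 and 24 h of EtOH in siSCM cells, JUN changed by -1.41, ATF3 by -0.66 and IL6 by -1.09 on the log2 scale. For JUN and ATF3 these falls with EtOH are part of the difference between times, and for IL6 the fall works against it.

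Untransformed cells also responded to siSTAT3. Figs. 3C and 5A show single factors in such cells, and the paper's text gives no count of genes for this comparison. With EtOH, 409 genes differed at 4 h (150 higher, 259 lower) and 303 at 24 h (139 higher, 164 lower), and 175 genes moved the same way at both times. At 4 h, SPRR1B, a protein of the cornified envelope, was higher by 2.34 (SE 0.18, adjusted p = 9.85e-07) and INHBA by 1.94 (SE 0.09, adjusted p = 6.83e-09). IL1RL1, the receptor of IL33, was lower by a log2 difference of -2.68 (SE 0.26, adjusted p = 1.38e-05) and SERPINB4 by -3.50 (SE 0.52, adjusted p = 0.000761). Among 29 cell cycle genes 7 were lower (13 lower and 1 higher when adjusted over the list alone; camera adjusted p = 7.14e-06), a number that falls to 2 to 4 when any 1 of the 6 siSCM or siSTAT3 EtOH 4 h arrays is left out. Of 16 junction genes 3 were higher (8 when adjusted over the list alone; camera adjusted p = 1.32e-06). Of 17 mesenchymal genes 5 were higher and 1 lower (5 and 2 when adjusted over the list alone; camera adjusted p = 0.0113), and 3 were higher without siSCM EtOH 4 h replicate 1 or any 1 siSTAT3 EtOH 4 h array.

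Of the genes that TAM regulated at 4 h, 75 also differed with siSTAT3 in EtOH, and 58 of them moved the other way: 40 rose with TAM and were lower with siSTAT3, and 18 did the reverse. Both comparisons subtract the same siSCM EtOH arrays, which by itself gives shared genes that move alike, yet 77.3% (95% interval 66.7 to 85.3) moved in opposite directions, so shared control arrays do not account for it. Independent lists over all genes would give 4.02 opposite and 3.46 same-direction pairs, and 14.4 and 4.91 times these numbers were found, so the genes overlap in both directions. An siRNA acting on genes unrelated to the TAM response would give 53.8% opposite pairs among those shared. The ratio of opposite to same-direction genes was 2.94 times that of independent lists, and the interval above lies over 53.8%, which argues against such an action as the whole explanation, although the interval treats genes as independent. An off-target effect on a regulator of these genes remains open. Basal STAT3 activity predicts lower STAT3 targets in EtOH cells, and 7 of 25 targets were lower (camera adjusted p = 5.25e-06). It may be that STAT3 already holds part of this program at an intermediate level before Src is switched on.

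Interferon-stimulated genes, which encode antiviral proteins, were noted because the paper does not discuss them. Of 24 measured, 14 had a higher TAM effect in siSTAT3 than in siSCM cells at 24 h and 1 a lower one (15 and 2 when adjusted over the list alone; list median 0.75, camera adjusted p = 5.35e-09), with 19 above 0. IFI27 went from 225 ± 15.7 units with EtOH to 2112 ± 210.5 units with TAM (n = 2) in siSTAT3 cells, an interaction of 2.81 (SE 0.26, adjusted p = 3.26e-06), and IFIT1 had 2.82 (SE 0.42, adjusted p = 0.000541). Interferons signal through other members of the STAT family. The count of 14 falls to 8 without siSCM EtOH 24 h replicate 1, 9 without replicate 2, 7 without siSCM TAM 24 h replicate 2, 7 without siSTAT3 EtOH 24 h replicate 1 and 7 without either siSTAT3 TAM 24 h array.

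Whether the siRNA raised these genes without TAM stays open. The list median for siSTAT3 at 24 h was 0.16 in EtOH and 0.73 in TAM, but the difference of these 2 effects is the interaction itself, so it is no separate test. siSTAT3 raised IFIT1 in EtOH at 4 h by 1.73 (SE 0.28, adjusted p = 0.00177), a call lost when only the arrays of the groups compared are fitted (adjusted p = 0.0595). Neither siSTAT3 TAM 24 h array alone is the source, since the list median of the interaction is 0.92 without replicate 2 and 0.69 without replicate 3. For the other arrays of the interaction only the counts above are given, so the list median is not shown to be free of them. Scaling between arrays moves genes of the same signal alike, and it is argued against, since other genes drawn to match the members in signal had a median interaction of 0.072 (95% of draws -0.11 to 0.25). Quantile normalization gives a list median of 0.75 but moves the median of all probe sets by only 0.003, so it decides nothing here. The low ACTB ratio of both siSTAT3 TAM 24 h arrays was not tested as an explanation. Release of interferon signaling when transforming cells lose STAT3 stays as a candidate explanation, and an interferon response to the siRNA that needs TAM was not tested.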

How the results depend on the processing

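The division of the draws by the numbers of arrays exchanged was chosen only after the result was seen, and the other tests were planned. Fitting only the arrays of the groups compared leaves few degrees of freedom and lowers the counts to 61 and 347 genes for TAM at 4 and 24 h, 64 and 47 for siSTAT3 in EtOH at 4 and 24 h, 100 for 24 against 4 h of EtOH, and the gene list members past the test from 1743 to 611. It gives STAT3-dependent shares at 24 h of 33.1% of all and 29.8% of repressed genes. An adjusted p under 0.05 as the threshold raises the same counts to 583, 2412, 733, 483 and 1921, with shares at 4 h of 17.8% and, among repressed genes, 11.9%.

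The dependent shares are 22.4% at 4 h and 38.0% at 24 h, and 18.5% and 34.1% among repressed genes. Dropping probe sets of low signal gives 41.1% and, for repressed genes, 37.7% at 24 h. A prior with trend and robust estimation gives 27.1% at 4 h, 42.1% at 24 h and 38.4% of repressed genes at 24 h. Calling a gene dependent when its response is lost in siSTAT3 cells gives 88.4% and 93.2%, and 92.3% and 96.4% of repressed genes. In simulated data in which no gene depends on STAT3, the same definition still calls 41.1% to 47.1% at 4 h and 35.3% to 40.6% at 24 h, and 48.7% to 57.3% and 37.4% to 44.4% of repressed genes, so these shares do not measure dependence alone. Adjusting the interaction over the passing probe sets gives 54.7% and 70.9%, and 50.0% and 68.3% of repressed genes.

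With 1 array left out, the dependent share ranges from 18.1% (without siSTAT3 EtOH 4 h replicate 2) to 26.0% at 4 h and from 27.0% (without siSTAT3 TAM 24 h replicate 3) to 39.8% at 24 h. For repressed genes it ranges from 10.7% to 22.1% at 4 h, the lowest without siSTAT3 EtOH 4 h replicate 2 and 11.9% without siSTAT3 TAM 4 h replicate 3, and from 24.0% to 36.5% at 24 h. The 5 counts of genes range from 283 to 310, 1193 to 1265, 305 to 352, 226 to 270 and 749 to 818. Where 1 of the 2 siSTAT3 TAM 24 h arrays is left out, the remaining array is assumed to vary like the other groups. A replicate block gives 337, 1373, 381, 288 and 922 genes.

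Over 724 results for single genes, the settings gave the same call 4593 times, a weaker one 426 times and a stronger one 29 times, and leaving out arrays gave 4566, 591 and 4. For 429 list tests these numbers are 3317, 87 and 28, and 9752, 57 and 58. No called value changed sign; values not called under either setting count as unchanged whatever their sign. Quantile normalization moves the share of genes that rose among those TAM regulated at 4 h from 64.1% to 70.2%, and moves the median of all probe sets by under 0.1 in every comparison.

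Other splits of the arrays test whether a count arises by chance. For the comparisons of 3 with 3 arrays, 10 splits are too few for a share under 0.05. TAM gave 362 genes at 4 h (highest other split 11) and 1416 at 24 h (20), siSTAT3 in EtOH 409 at 4 h (13) and 303 at 24 h (8), and 24 against 4 h of EtOH 975 (12), so 1 of 10 splits, the real one, is as large in each. For the 102 interaction genes at 4 h, 6 of 100 draws were as large (highest other 1384), a share that by itself does not exclude chance. In 3 of the 5 others the numbers of arrays exchanged with EtOH and with TAM differ by 2 or 3, as in 7 draws, and such draws carry the effect of the siRNA itself into the interaction. The 92 draws in which these numbers differ by 0 or 1 gave at most 103 genes. The 82 draws that exchange 1 or 2 arrays in both treatments, and so keep neither the real labels nor their mirror in either of them, gave at most 11 genes, and the highest adjusted p of the 163 called probe sets is 0.0328. Both divisions were chosen after the counts were seen, so they do not overturn the planned share of 6 of 100 draws. The adjusted p-values go against chance for the whole count, though not for each gene. For the 81 STAT3-dependent genes at 4 h, 3 of 100 draws were as large (highest other 656). That share is under 0.05, which argues against chance for the count but does not exclude it.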

Differences from the paper's values

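Alternatives named here were set before the deposited array file was opened, but after the authors' tables and part of the same signals in Additional file 18 had been seen. The paper gives 116 genes (the paper's value) for TAM at 4 h, and 362 were found at the thresholds the paper's methods state. The 574 probe sets that pass, with or without a gene, equal in number those of the authors' Additional file 14. None of 9 other settings and none of 6 fits without 1 array lies within 1.5 times the paper's value; they range from 61 to 583, with 61 when only the arrays of the groups compared are fitted.

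For the share of repressed genes that STAT3 regulates, the paper gives about 35% without a time (the paper's value). The 34.1% found at 24 h does not differ from it, and the 18.5% found at 4 h does. The paper's methods give limits for regulated and for independent genes. At 4 h with the interaction adjusted over the passing probe sets, which gives 50.0%, the 2 values do not differ by more than 1.5 times. The other 10 settings and all 12 fits without 1 array differ, from 10.7% to 92.3%.

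The figure of gene groups shows about 26 repressed STAT3-independent genes at 4 h in Fig. 3B, read by eye (the paper's value), against 63 here. None of 11 settings comes within 1.5 times, and of 12 fits without 1 array only that without siSCM EtOH 4 h replicate 1 does, with 37. It shows about 61 repressed STAT3-dependent genes at 4 h in Fig. 3B, read by eye (the paper's value), against 24 here; only the interaction adjusted over the passing probe sets comes within 1.5 times, and none of 12 fits without 1 array. With these 2 bars exchanged, each would be within 1.5 times of the count here, 24 dependent and 63 independent genes; which labels are meant is not known. The other 10 bars of that figure, as labelled, do not differ by more than 1.5 times from the counts here.

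The paper states that inflammation genes depend on STAT3 more than metabolism genes. At 4 h, 5 of 18 regulated inflammation genes and 0 of 2 metabolism genes were dependent (Fisher's exact p = 1). With so few metabolism genes that test cannot fall under 0.05, so it does not speak to the statement. At 24 h, 11 of 26 inflammation and 12 of 19 metabolism genes were dependent (odds ratio 0.436, Fisher's exact p = 0.231), in the opposite direction and not past the test; with either other definition of dependence the odds ratio is 0.631 (p = 0.712). The paper's statement rests on gene ontology terms over all regulated genes and these counts on 2 unions of fixed gene lists, so the gene groups and the method differ.

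The paper names 6 transcription factors as those that transformation regulates most, all of them dependent on STAT3. BCL3 has no probe set that carries its symbol alone. By largest absolute TAM effect among the factors of Fig. 3C, ATF3 ranks 1, BMAL2 (ARNTL2 in the paper) 3, FOS 5, ETS2 7 and TSC22D3 16, while TFCP2L1 ranks 2, SOX9 4 and OVOL1 6. The interaction was called for 4 of these 5. For TSC22D3 it was 0.38 (SE 0.18, adjusted p = 0.644) at 4 h and 0.28 (SE 0.19, adjusted p = 0.568) at 24 h, and no setting run calls it. The paper also calls TSC22D3 the most dynamic factor of the repressed group; its log2 range over the 8 groups is 2.85, and that of SOX9 is 3.40. A probe set that the authors' tables name TSC22D3 carries the symbol GRAMD4 in the annotation used here. It rose with TAM at 24 h by 0.62 (adjusted p = 0.00101) with an interaction of -0.86 (adjusted p = 0.00529), and under that symbol it counts as STAT3 dependent at 24 h.

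Of the 17 factors grouped in Fig. 3C as repressed in dependence on STAT3, the interaction was called for 7 at an adjusted p under 0.05 at either time, TFCP2L1 and SOX9 among them. Of the 10 grouped as induced it was called for 7.

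The paper describes NFKB1 as rising early through STAT3 and as a direct target, citing STAT3 sites in an intron and just downstream. Binding was not reanalysed, so RNA alone is compared here. At 4 h NFKB1 was lower in siSTAT3 than in siSCM cells, by a log2 difference of -0.54 (adjusted p = 0.00667) with TAM and -0.50 (adjusted p = 0.0201) with EtOH. NFKB1 rose with TAM at 4 h, but its interaction was -0.03 (SE 0.16, adjusted p = 0.985), which no setting run calls; NFKB1 counts as dependent only when dependence is defined by a response lost in siSTAT3 cells. The paper describes the induction of IL6 as dependent on STAT3 and also cites STAT3 at its promoter, which was not reanalysed. The IL6 interaction at 4 h was -1.64 (SE 0.38, adjusted p = 0.0970) and is not called with all probe sets, while it is called with 16 units added (adjusted p = 0.0359), without probe sets of low signal (0.0328), with a trend and robust prior (0.0194) and without siSCM TAM 4 h replicate 1 (0.0366). IL6 also counts as dependent with the interaction adjusted over the passing probe sets or with dependence defined by a lost response.

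Of FOSL2, JUNB and JUND, which the paper describes as changing through STAT3, FOSL2 and JUND had a called interaction at 24 h. JUNB had -0.80 (SE 0.38, adjusted p = 0.637) at 4 h and -0.70 (SE 0.40, adjusted p = 0.474) at 24 h, and no setting run calls either. The paper's methods state 3 replicates per group, and 2 arrays were available for siSTAT3 cells with TAM at 24 h.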

Other observations

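The tests of the weaker TAM response and of the gene lists were planned, and none in this part was chosen only after the result was seen.

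Several genes of terminal keratinocyte differentiation fell with TAM at 24 h in siSCM cells and had a higher TAM effect in siSTAT3 cells. TGM1, the enzyme that crosslinks the cornified envelope, fell with TAM at 24 h by 1.44 (SE 0.17, adjusted p = 1.53e-05) on the log2 scale, with an interaction of 1.29 (SE 0.26, adjusted p = 0.00648) that is lost when only the arrays of the groups compared are fitted (adjusted p = 0.0793), and SPRR1B, part of that envelope, had an interaction of 1.83 (SE 0.27, adjusted p = 0.000386). Of 18 epidermal differentiation genes, 6 fell and 1 rose with TAM (6 and 2 when adjusted over the list alone), without a call for the list as a whole (camera adjusted p = 0.198). The interaction was called as positive for 3 of them (4 when adjusted over the list alone, with camera adjusted p = 0.00542).

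Targets of p53 as a list had a higher TAM effect in siSTAT3 than in siSCM cells at 24 h. PHLDA3, an inhibitor of AKT, had an interaction of 1.35 (SE 0.25, adjusted p = 0.00373) at 24 h, a call lost when only the arrays of the groups compared are fitted (adjusted p = 0.0601), and TP53INP1, a stress protein, of 1.29 (SE 0.20, adjusted p = 0.000611). Of 19 p53 targets, 6 fell and 3 rose with TAM at 24 h (8 and 5 when adjusted over the list alone; camera adjusted p = 0.209), and the number that rose is 1 without siSCM EtOH 24 h replicate 3 or siSCM TAM 24 h replicate 1. The interaction was called as positive for 3 (5 positive and 1 negative when adjusted over the list alone). For the list, camera adjusted p was 0.00936, or 0.0659 without probe sets of low signal.

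No list of lineage markers passed camera with TAM at 24 h. Of 10 luminal markers, 4 fell and 1 rose, as when adjusted over the list alone (camera adjusted p = 0.171), and 2 fell without siSCM EtOH 24 h replicate 2. Their interaction was called as positive for 3 (3 positive and 1 negative when adjusted over the list alone). Camera gave an adjusted p of 0.0494 for these markers, and 0.266 with estimated correlation. Of 6 basal markers, 1 rose and 1 fell (1 and 2 when adjusted over the list alone; camera adjusted p = 0.901). Among 8 fibroblast markers DCN rose by 0.39 (SE 0.09, adjusted p = 0.00772), with camera adjusted p = 0.861 for the list, and among 6 endothelial markers TEK rose by 3.45 (SE 0.73, adjusted p = 0.00379) and PECAM1 had -1.15 (SE 0.16, adjusted p = 7.05e-05), with camera adjusted p = 0.854 for the list and with the counts unchanged when adjusted over each list alone. The calls of DCN and TEK are lost when only the arrays of the groups compared are fitted (adjusted p = 0.117 and 0.0949). The 6 immune cell markers had a median of -0.12 (camera adjusted p = 0.900). Of 13 estrogen receptor targets, 2 fell and 1 rose (3 and 1 when adjusted over the list alone; camera adjusted p = 0.763).

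Of 13 circadian clock genes, 4 fell and 3 rose, as when adjusted over the list alone (camera adjusted p = 0.809). The repressor BHLHE41 had -1.21 (SE 0.19, adjusted p = 0.000305), a call lost when only the arrays of the groups compared are fitted (adjusted p = 0.0567), and its paralog BHLHE40 rose by 1.02 (SE 0.14, adjusted p = 9.03e-05). The 2 lists chosen by the study are no independent evidence: of the 14 factors of Fig. 3C outside its boxed groups, 10 rose and 3 fell (11 and 3 when adjusted over the list alone; camera adjusted p = 2.52e-05), and of the 17 genes named in the text, 10 rose and 2 fell (10 and 3 when adjusted over the list alone; camera adjusted p = 1.76e-07).

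Over the probe sets regulated in siSCM cells, the TAM response at 24 h was weaker in siSTAT3 cells, with a median of 19.2% retained. The reverse held for probe sets regulated in siSTAT3 cells. There the siSCM effect was a median of 58.1% (308 activated) and 81.4% (62 repressed) of the siSTAT3 effect. Selecting genes in the siSCM arrays favours large effects there, but simulated data with the same TAM effect in both arms retained at least 94.4%, so selection does not account for the loss. One common factor on all log2 TAM effects is argued against because 100 of 2004 probe sets retained over 80% where simulated data gave at most 9. Unequal loss between genes is therefore likely, which STAT3 dependence of part of the program would give. A lower dose of active Src that acts unequally on genes would give it too and was not tested. An effect of the siRNA pool on other regulators was not tested here.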
